# Long non-coding RNA produced by RNA polymerase V determines boundaries of heterochromatin

**DOI:** 10.7554/eLife.19092

**Published:** 2016-10-25

**Authors:** Gudrun Böhmdorfer, Shriya Sethuraman, M Jordan Rowley, Michal Krzyszton, M Hafiz Rothi, Lilia Bouzit, Andrzej T Wierzbicki

**Keywords:** lncRNA, RdDM, transposons, *A. thaliana*

## Abstract

RNA-mediated transcriptional gene silencing is a conserved process where small RNAs target transposons and other sequences for repression by establishing chromatin modifications. A central element of this process are long non-coding RNAs (lncRNA), which in *Arabidopsis thaliana* are produced by a specialized RNA polymerase known as Pol V. Here we show that non-coding transcription by Pol V is controlled by preexisting chromatin modifications located within the transcribed regions. Most Pol V transcripts are associated with AGO4 but are not sliced by AGO4. Pol V-dependent DNA methylation is established on both strands of DNA and is tightly restricted to Pol V-transcribed regions. This indicates that chromatin modifications are established in close proximity to Pol V. Finally, Pol V transcription is preferentially enriched on edges of silenced transposable elements, where Pol V transcribes into TEs. We propose that Pol V may play an important role in the determination of heterochromatin boundaries.

**DOI:** http://dx.doi.org/10.7554/eLife.19092.001

## Introduction

RNA-mediated transcriptional gene silencing, in plants known as RNA-directed DNA methylation (RdDM), takes place in most eukaryotic organisms and results in heterochromatin formation by the deposition of DNA methylation and repressive histone modifications (Holoch and Moazed, 2015). This process relies on small RNAs, which usually are generated by the activities of an RNA-dependent RNA polymerase and Dicer. Small RNAs are subsequently incorporated into Argonaute and direct repressive chromatin modifications to complementary genomic regions (Holoch and Moazed, 2015). Recognition of target sequences by small RNAs requires ongoing non-coding transcription of the targets. This non-coding transcription gives rise to long non-coding RNA (lncRNA) which has been proposed to serve as a scaffold for Argonaute binding to chromatin, where incorporated small RNAs base pair with lncRNA (Holoch and Moazed, 2015).

In *Arabidopsis thaliana* this lncRNA is produced by a specialized DNA-dependent RNA polymerase, known as Pol V (Haag and Pikaard, 2011; Wierzbicki et al., 2008). Activity of Pol V is required for DNA methylation but not for the biosynthesis of the vast majority of small interfering RNAs (siRNAs) (Kanno et al., 2005; Lahmy et al., 2009; Pontier et al., 2005; Wierzbicki et al., 2008). This implicates lncRNAs produced by Pol V (referred to as Pol V transcripts) as a factor required for recognition of target loci by siRNAs. Pol V transcripts are believed to be capped or triphosphorylated on their 5’ ends and not polyadenylated on their 3’ ends (Wierzbicki et al., 2008). They associate with several RNA binding proteins, including ARGONAUTE 4 (AGO4) (Wierzbicki et al., 2009). It has been proposed that siRNAs incorporated into AGO4 base pair with Pol V transcripts and recruit AGO4 to specific loci in the genome. Binding of AGO4 is followed by the binding of INVOLVED IN DE NOVO 2 (IDN2) which interacts with a subunit of the SWI/SNF ATP-dependent chromatin remodeling complex (Böhmdorfer et al., 2014; Zhu et al., 2013). Finally, Pol V transcripts, AGO4, and/or other associated factors recruit DOMAINS REARRANGED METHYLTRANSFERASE 2 (DRM2), which is a *de novo* DNA methyltransferase (Böhmdorfer et al., 2014; Gao et al., 2010; Zhong et al., 2014). DNA methylation is then responsible for repression of Pol II transcription on silenced loci (Lister et al., 2008). While Pol V is involved in the late stages of the RdDM pathway, siRNA biogenesis starts with the activity of another specialized RNA polymerase, Pol IV (Herr et al., 2005; Onodera et al., 2005). Pol IV transcripts are substrates for RNA-DEPENDENT RNA POLYMERASE 2 (RDR2) and DICER-LIKE 3 (DCL3), which produce 24nt siRNAs (Haag et al., 2012; Li et al., 2015b).

Despite being a central element of the RdDM pathway, Pol V transcripts are poorly understood. Unlike Pol IV transcripts, which are relatively abundant and have been characterized genome-wide (Blevins et al., 2015; Li et al., 2015b; Zhai et al., 2015), Pol V transcripts accumulate at low levels. This makes them difficult to detect using high-through sequencing approaches like RNA-seq. Therefore, it remains unknown if Pol V produces any RNAs beyond the very limited number of loci tested so far. It is also unclear what defines a Pol V promoter beyond published work suggesting that both Pol IV and Pol V are recruited by preexisting repressive chromatin modifications (Johnson et al., 2014; Wierzbicki et al., 2012; Zhong et al., 2012). It is further unknown which proteins interact with Pol V transcripts throughout the genome and how these proteins affect the transcripts. Additionally, the role of Pol V transcripts in forming the RdDM effector complex remains mysterious with several key mechanistic aspects being mostly based on speculation. These include the distance between the progressing polymerase and proteins binding to lncRNAs and the identity of nucleic acids base pairing with siRNAs (Dalakouras and Wassenegger, 2013; Matzke et al., 2015). Finally, it is unknown if and how the specificity of Pol V recruitment to chromatin targets RdDM to individual genomic regions.

## Results

### Genome-wide identification of transcripts associated with Pol V

Current knowledge of the *in vivo* functions of Pol V and RNAs produced by this polymerase is based on a very limited number of loci (Wierzbicki et al., 2009; Zheng et al., 2013; Zhu et al., 2013; Böhmdorfer et al., 2014; Wierzbicki et al., 2008). To overcome this limitation, we designed an experimental approach to identify Pol V transcripts throughout the *Arabidopsis* genome. We first enriched Pol V-associated RNAs using RNA immunoprecipitation with an antibody against NRPE1, the largest subunit of Pol V (Pontier et al., 2005; Wierzbicki et al., 2009), and then subjected the samples to high-throughput sequencing (Pol V RIP-seq). We performed these experiments in Col-0 wild-type and in the *nrpe1* mutant. This assay allowed the identification of genomic regions, where sequencing reads accumulated in Col-0 wild-type but not in *nrpe1* (Figure 1A, Figure 1—figure supplement 1). Hence, these reads originate from RNAs which are specifically associated with Pol V. Given that Pol V is a DNA-dependent RNA polymerase *in vitro* (Haag et al., 2012), these reads most likely stem from transcripts generated by Pol V. We also detected a considerable amount of signal over annotated genes, however, these remained unchanged in *nrpe1* (Figure 1A) and are therefore unlikely to be associated with Pol V. This signal was mostly present on active genes and indicates transcription by Pol I, II, III, and/or IV.

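RNA was immunoprecipitated with the anti-NRPE1 antibody from plants grown for 2.5 weeks and fixed with 0.5% formaldehyde. There were 2 biological repeats each of Col-0 and *nrpe1*, a mutant in the gene for the largest Pol V subunit, and the RNA was sequenced as paired 50 bp reads. The authors mapped the reads to TAIR10, called transcripts from them, and deposited the position, strand and length of each called transcript with its number of reads in each of the 4 libraries, without normalization. On the listed transcripts, Col-0 had 251106 reads in repeat 1 and 189141 in repeat 2, while *nrpe1* had 3049 and 1980. The median transcript had 43 and 32 reads in the Col-0 libraries and 0 in both *nrpe1* libraries. These totals cover the listed transcripts only. The depth of the whole libraries is unknown here, so Col-0 and *nrpe1* were treated as equally deep. Every listed transcript was selected on these libraries for having more reads in Col-0, so a comparison of the genotypes on the list is not independent of that selection. Where both *nrpe1* libraries had at most 3 reads, the fold was computed against 3 reads and is a lower bound. Such bounds allow for counting error only, and the reads carry no molecular identifiers. All intervals describe the spread over listed transcripts and include no error between libraries.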

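On the listed transcripts, *nrpe1* had no read in repeat 1 for 4238 of 4502 (94.1%) and none in repeat 2 for 3834 (85.2%). For 3707 transcripts (82.3%) neither *nrpe1* library had a read, and for 4258 (94.6%) neither had more than 3. With such transcripts at their bound, the median transcript was at least 12-fold higher in Col-0, and at least 10.3-fold or 14-fold higher with repeat 1 or repeat 2 left out. The region of Figure 1A lies on chromosome 1 of TAIR10 and holds a transcript on each strand. PVTrans714, on the minus strand from 19226038 to 19226798, had 55 reads in Col-0 repeat 1 and 17 in repeat 2. PVTrans715, on the plus strand from 19226287 to 19226750, had 60 and 68 reads. Neither had a read in *nrpe1*, which places them at least 12-fold and at least 21.3-fold higher in Col-0. At the regions of Figure 1—figure supplement 1A, PVTrans108 and PVTrans109 on chromosome 1 and PVTrans2193 on chromosome 3 also had no read in *nrpe1*. Their means over both Col-0 repeats were 20.5 ± 17.7 reads, 30.0 ± 4.24 reads and 66.0 ± 15.6 reads (SD, n = 2). The highest mean in Col-0 belonged to PVTrans1525 on chromosome 2, from 6507000 to 6510161, with 2681 reads in repeat 1 and 764 in repeat 2. It overlaps a transcribed pseudogene and a long non-coding RNA gene, and had 229 and 34 reads in *nrpe1*, a 13.1-fold difference of the means. PVTrans2554, the next, lies on chromosome 3 from 15608109 to 15614774 and had 1000 and 1562 reads in Col-0 against 150 and 256 in *nrpe1*. PVTrans167, from 8928461 to 8933450 on chromosome 1, followed with 1115 and 775 reads in Col-0 against 68 and 7 in *nrpe1*. From reads that accumulate in Col-0 and not in *nrpe1*, the paper reasons that these RNAs are associated with Pol V, and proposes that Pol V made them.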

**Figure 1.**
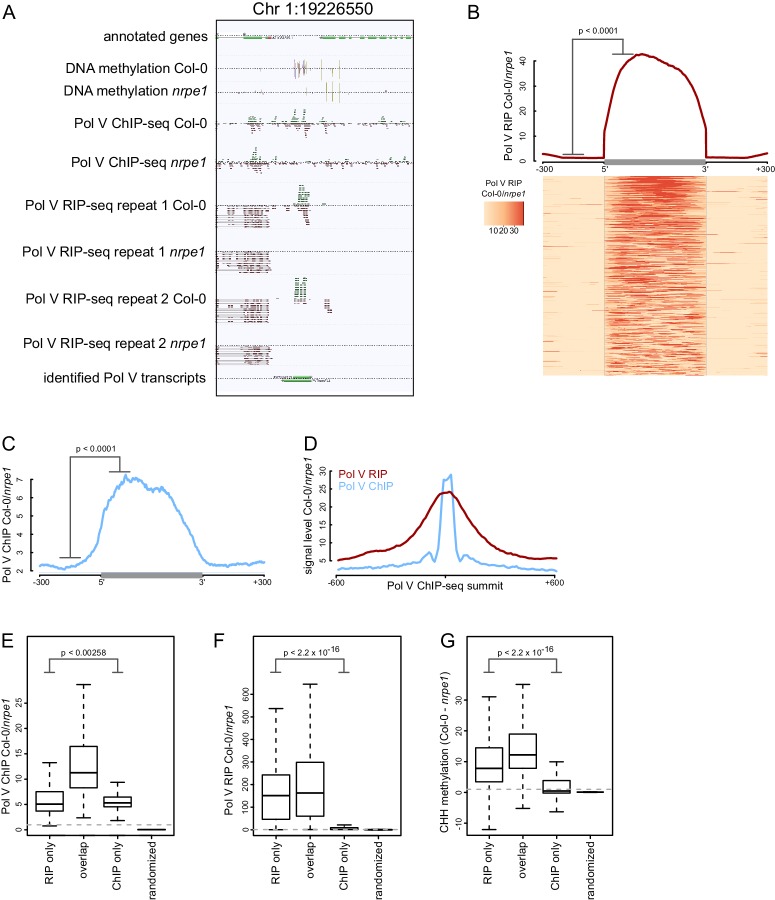
Genome-wide identification of RNA produced by Pol V (Pol V transcripts). (**A**) A genomic region giving rise to Pol V transcripts. The screenshot shows sequencing reads from both repeats of Pol V RIP-seq as well as Pol V ChIP-seq (Wierzbicki et al., 2012), DNA methylation (Stroud et al., 2013), and annotations of genes and Pol V transcripts. (**B**) Pol V RIP signal is largely limited to identified Pol V transcripts. All annotated Pol V transcripts were scaled to uniform lengths and average Pol V RIP signal from both biological repeats combined (Col-0/*nrpe1*, [RPM]) was plotted. The heatmap below shows Pol V RIP signal on individual transcripts sorted by length. The p value was calculated using the permutation test by comparing 100 nt long regions starting 200 nt upstream and 50 nt downstream of 5’ ends of the annotated transcripts. (**C**) Pol V binding to chromatin is enriched on Pol V transcripts. Profile of average Pol V ChIP-seq signal (Col-0/*nrpe1* [RPM]) on scaled Pol V transcripts ± 300 bp. The p value was calculated using the permutation test by comparing 100 nt long regions starting 200 nt upstream and 50 nt downstream of 5’ ends of the annotated transcripts. (**D**) Pol V RIP-seq signal is enriched on regions where Pol V binds chromatin. Profiles of average Pol V ChIP-seq signal (Col-0/*nrpe1*) and Pol V RIP signal (Col-0/*nrpe1*) on Pol V ChIP-seq peaks (Wierzbicki et al., 2012) aligned with their summits ± 600 bp (10 bp resolution). (**E–G**) Loci generating Pol V transcripts are bound by Pol V and are targets of RdDM. Boxplots show regions producing Pol V transcripts but not overlapping ChIP-seq peaks and *vice versa* (RIP only and ChIP only, respectively) and on Pol V transcript regions overlapping ChIP peaks (overlap). Significance has been tested using the Wilcoxon test. (**E**) Pol V ChIP-seq (Col-0/*nrpe1* [RPM]), (**F**) Pol V RIP-seq (Col-0/*nrpe1* [RPM]) and (**G**) CHH DNA methylation (Col-0 - *nrpe1*). **DOI:** http://dx.doi.org/10.7554/eLife.19092.002

**Figure 1—figure supplement 1.**
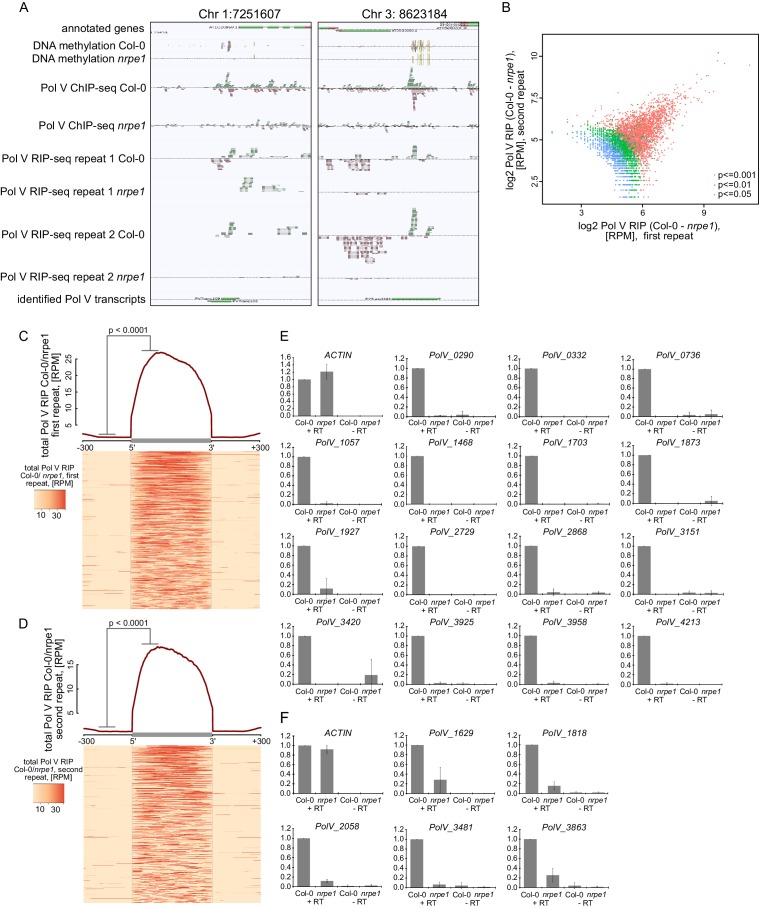
Genome-wide identification of RNA produced by Pol V (Pol V transcripts). (**A**) Genomic regions giving rise to Pol V transcripts. The screenshots show sequencing reads from both repeats of Pol V RIP-seq as well as Pol V ChIP-seq (Wierzbicki et al., 2012), DNA methylation (Stroud et al., 2013), annotations of genes (TAIR10), and annotation of Pol V transcripts obtained in this study. (**B**) Correlation between both biological repeats of RIP-seq. Scatterplot shows total Pol V RIP signal obtained from the first and the second repeat on annotated Pol V transcripts. Colors correspond to p values obtained using the negative binomial test included in the transcript calling protocol. (**C**) Pol V RIP signal is largely limited to identified Pol V transcripts – first biological repeat only. All annotated Pol V transcripts were scaled to uniform lengths and average Pol V RIP signal from the first biological repeat (Col-0/*nrpe1*, [RPM]) was plotted. The heatmap below shows Pol V RIP signal on individual transcripts sorted by length. Gray box on the x-axis indicates the position of the Pol V transcripts. In the heatmap every row represents an individual Pol V transcript sorted by size. The p value was calculated using the permutation test by comparing 100 nt long regions starting 200 nt upstream and 50 nt downstream of 5’ ends of the annotated transcripts. (**D**) Pol V RIP signal is largely limited to identified Pol V transcripts – second biological repeat only. All annotated Pol V transcripts were scaled to uniform lengths and average Pol V RIP signal from the second biological repeat (Col-0/*nrpe1*, [RPM]) was plotted. The heatmap below shows Pol V RIP signal on individual transcripts sorted by length. Gray box on the x-axis indicates the position of the Pol V transcripts. In the heatmap every row represents an individual Pol V transcript sorted by size. (**E**,**F**) Transcripts associated with Pol V are Pol V-dependent. RT-qPCR for specific Pol V transcripts in Col-0 and *nrpe1*. Average signal levels relative to wild type and standard deviations from three biological replicates are shown. **DOI:** http://dx.doi.org/10.7554/eLife.19092.003

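On the list of Pol V-associated transcripts, 2256 lay on the plus strand and 2246 on the minus strand of the 5 nuclear chromosomes. Merging those that overlapped, regardless of strand, left 3316 regions. Each transcript had more reads in Col-0 than in *nrpe1* in both repeats. A quasi-likelihood test in edgeR with equal library sizes gave a Benjamini-Hochberg adjusted p under 0.05 for 4498 of the 4502 transcripts, 99.9%, each of them higher in Col-0. The other 4, named after their values were seen, were PVTrans3510, PVTrans1525, PVTrans2554 and PVTrans451. Their adjusted p in edgeR was 0.0529, 0.0624, 0.0934 and 0.118, and each had at least 10 reads in an *nrpe1* library. With the repeat as a block in this test, 4091 transcripts had an adjusted p under 0.05. The alternative that moved the count of 4498 most was edgeR's TMM normalization, which scales the libraries as if most listed transcripts were equal. It left 0 transcripts with an adjusted p under 0.05 and 3031 with an unadjusted p under 0.05. Supplementary file 1 gives primers for 20 Pol V loci. Of the 40 primers, 34 matched the TAIR10.1 genome exactly and the other 6 had 1 to 6 mismatches. All 20 amplicons, between 58 and 219 bp long, fell inside a listed transcript and outside annotated genes, and 19 fell on exactly the transcripts whose numbers name the locus. The exception, PolV_0332, lies on PVTrans332 and on PVTrans333 of the other strand. The 28 transcripts at these loci had 12 to 542 reads in Col-0 repeat 1, 7 to 344 in repeat 2, and at most 2 in an *nrpe1* library. They were at least 6.33-fold to at least 132-fold higher in Col-0. PVTrans549 and PVTrans1405, which the paper also names, had means of 51.0 ± 35.4 reads and 49.0 ± 42.4 reads in Col-0 (SD, n = 2) and at most 1 read in an *nrpe1* library.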

We used the RIP-seq data to annotate Pol V-associated RNAs genome-wide and identified 4502 individual high confidence Pol V-associated transcripts. Transcript calling used data from two independent biological replicates of RIP-seq. Data from both repeats were first combined to determine the ends of Pol V-associated RNAs. Then, read counts from both repeats were considered separately to filter the transcript list applying a combination of arbitrary criteria and statistical testing using the negative binomial test. The filtering criteria included a minimum of 8 reads in Col-0, a minimum four-fold enrichment between Col-0 and *nrpe1*, a p value of 0.05 and an FDR of 0.05. 

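Within the list, the fewest reads of a transcript in Col-0 over both repeats were 29, and the median was 74.5. In a single repeat the fewest were 3, and 238 transcripts had at most 8 reads in at least 1 Col-0 repeat, which leaves 4264 with more than 8 in each. Among transcripts with a read in *nrpe1*, the lowest ratio of Col-0 to *nrpe1* reads was 4.05 in repeat 1 and 4.07 in repeat 2. Reads in Col-0 were at least 8 times those in *nrpe1* in each repeat for 4377 transcripts, where 0 reads in *nrpe1* always passed. With *nrpe1* taken as at least 3 reads, 2537 transcripts were at least 8-fold higher in each repeat. The smallest gap between neighbouring transcripts on a strand was 201 bp. In the authors' deposited table, the largest p-value was 0.0497 and the largest q-value was 0.00597. For 3955 transcripts the authors' deposited table gives a q-value below the p-value.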

Details of the transcript calling strategy are described in the Materials and methods.

To visualize Pol V-associated RNAs, we plotted the average Pol V-RIP (Col-0/*nrpe1*) signal combined from both biological repeats on identified RNAs and their flanking regions (Figure 1B). Individual transcripts were scaled to allow visualization over the entire lengths of the transcripts. We observed high levels of Pol V-associated transcription throughout the predicted transcripts in both replicates and only trace amounts of Pol V-associated transcription outside the annotations (Figure 1B). This was true for the vast majority of Pol V-associated transcripts as shown on the corresponding heatmap where every row represents an individual transcript (Figure 1B). This was also true when we analyzed both biological repeats separately (Figure 1—figure supplement 1). Reproducibility between biological repeats was further tested by comparing Pol V RIP-seq signal intensities on annotated Pol V-associated RNAs in both repeats (Figure 1—figure supplement 1). Signal strengths measured as differences between RPM normalized read counts in Col-0 and *nrpe1* were significantly correlated (Pearson correlation r = 0.719, p<2.2*10^–16^), which further increases confidence in the quality of our transcript calling. 

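Because the depth of the whole libraries is unknown here, the difference between Col-0 and *nrpe1* was taken on the reads themselves. Across the 4502 transcripts, which are not independent replicates, the differences in repeat 1 and repeat 2 had a Pearson r of 0.719 and a Spearman rho of 0.362. Each had a two-sided permutation p of 1e-05, the smallest that 100000 permutations can give, and so had the other 6 correlations computed for this comparison, before and after Benjamini-Hochberg adjustment. The alternative furthest from the first r was the correlation of log2 ratios with a pseudocount of 0.1, at 0.244. Leaving out the 10 transcripts with the highest Col-0 signal, which held 3.72% of the Col-0 reads in repeat 1 and 3.36% in repeat 2, gave an r of 0.637. Without the 50 highest, a number chosen after the data were seen, r was 0.537. Single transcripts varied more: the log2 ratio of repeat 1 to repeat 2 in Col-0 had an SD of 1.10, and 454 transcripts (10.1%) differed more than 4-fold between the repeats. The median of this log2 ratio was 0.456 and was not subtracted, so an offset between the libraries enters the count of 454.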

Taken together, we developed a strategy which allows the sensitive and reproducible identification of Pol V-associated RNAs throughout the genome.

### Pol V-associated RNAs are produced by Pol V

Transcripts identified using RIP-seq are bound by Pol V and are expected to be the products of Pol V based on its DNA-dependent RNA polymerase activity (Haag et al., 2012). However, they could also be produced by another RNA polymerase and bind to Pol V posttranscriptionally. To distinguish between these possibilities, we first checked if accumulation of those transcripts required Pol V. We tested several newly identified Pol V-associated transcripts using locus-specific RT-qPCR and identified 20 loci which were suitable for primer design and had a strong reduction of RNA accumulation in *nrpe1* in RT-qPCR (Figure 1—figure supplement 1). Therefore, transcripts obtained by RIP-seq are not only associated with Pol V but their accumulation also depends on Pol V, which indicates that these transcripts are products of Pol V.

Next, we tested if Pol V-associated transcripts are produced from regions where Pol V is bound to DNA. We compared our RIP-seq with previously published Pol V ChIP-seq obtained using the same antibody (Wierzbicki et al., 2012) and found that Pol V binds chromatin at regions where we detected Pol V-associated transcripts (Figure 1C). Pol V transcription was also enriched on many genomic regions bound by Pol V (Wierzbicki et al., 2012) (Figure 1D). Most regions producing Pol V-associated transcripts also displayed Pol V binding to chromatin and Pol V-dependent CHH methylation (Stroud et al., 2013) which is a hallmark of RdDM (Figure 1E–G). Regions identified only by ChIP-seq but not in RIP-seq had very low levels of Pol V-associated transcripts and low levels of Pol V-dependent CHH methylation (Stroud et al., 2013) (Figure 1E–G). In contrast, regions giving rise to Pol V-associated transcripts, which do not overlap Pol V ChIP-seq peaks, still displayed reduction of DNA methylation in *nrpe1* (Figure 1G), suggesting that RIP-seq is a much more sensitive approach for detecting genomic regions transcribed by Pol V. Overall, this analysis indicates that Pol V-associated transcripts are produced from regions bound by Pol V. Together with published *in vitro* data (Haag et al., 2012), these results suggest that Pol V-associated RNAs identified using RIP-seq are produced by Pol V transcribing a genomic DNA template. Therefore, these RNAs are likely to be *bona fide* Pol V transcripts.

### Pol V regulatory elements

RIP-seq identifies Pol V transcripts with a higher resolution than ChIP-seq and should facilitate discovery of the promoter of Pol V. RNA polymerases I, II, and III all use conserved sequence elements as their core promoters and, thus, Pol V may as well. Our attempts to identify conserved sequence motifs upstream of Pol V transcripts yielded no conclusive results. Although *de novo* discovery of promoter elements in plant genomes is not trivial (Molina and Grotewold, 2005), it is possible that Pol V may be directed to specific genomic loci by factors other than conserved sequence motifs.

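The 4502 Pol V transcripts were counted in 500 kb windows along each chromosome. Chromosome 1 carried 1076 of them, chromosome 2 carried 937, chromosome 3 carried 868, chromosome 4 carried 658 and chromosome 5 carried 963. Per Mb, chromosome 2 had the most transcripts with 47.6, and the other chromosomes had 35.4 to 37.0. On chromosome 1, the window with the most transcripts held 59, from 17 to 17.5 Mb, and the next held 58, from 13 to 13.5 Mb. The median window there held 16 transcripts, 41 of its 61 windows held at least 10, and 2 held none. In windows of 100 kb, the highest count on chromosome 1 was 16. Transcripts were placed by their coordinates alone, and their numbers were not corrected for the share of each window to which reads can be mapped.

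**Figure D1:**
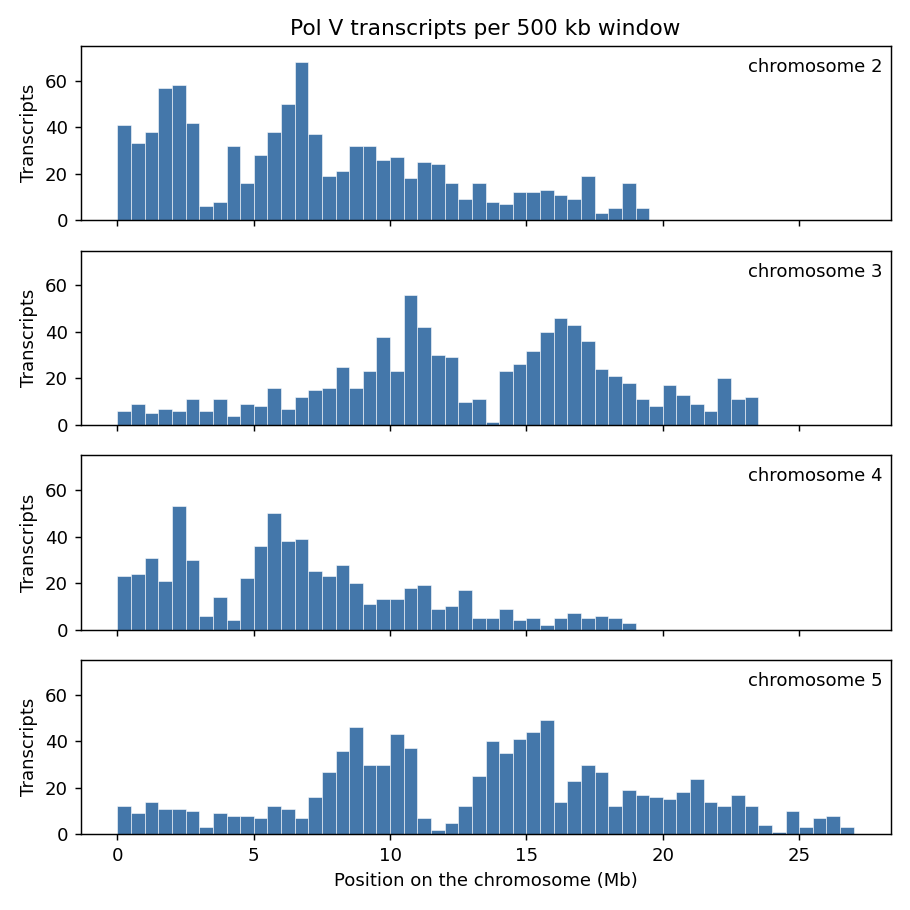
Number of Pol V transcripts in each 500 kb window of chromosomes 2 to 5, with the position along the chromosome in Mb on the horizontal axis. The tallest bar on each chromosome stands at 68, 56, 53 and 49 transcripts, and windows away from it also hold transcripts.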

To identify features that may guide Pol V, we first determined which categories of loci are transcribed by Pol V. Consistent with previously published data (Zheng et al., 2013; Zhong et al., 2012), Pol V transcripts originated from pericentromeric regions and from euchromatic chromosome arms (Figure 2A). Pol V transcripts were preferentially produced from intergenic regions, gene promoters, and all transposon families except long terminal repeat (LTR) transposons (Figure 2B). This distribution is consistent with previous reports suggesting that preexisting repressive chromatin modifications are necessary for Pol V activity (Kuhlmann and Mette, 2012; Johnson et al., 2014; Liu et al., 2014).

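The overlap of the transcripts with annotated features was compared with 1000 placements of each transcript at random on its own chromosome, using the gene annotation of TAIR10.1. An overlap of at least 1 bp counted. Intergenic sequence was overlapped by 4176 transcripts (92.8%) against a random mean of 2439, a log2 enrichment of 0.78. Promoters, taken as the 1 kb upstream of a transcription start site, were overlapped by 2136 transcripts (47.4%), a log2 enrichment of 0.44. Protein-coding genes were overlapped by 1039 transcripts against a random mean of 2903, a log2 enrichment of -1.48. Long non-coding RNA genes and pseudogenes had log2 enrichments of 0.87 and 0.50. Each of these 5 comparisons had a two-sided permutation p of 0.002, the smallest that the placements allow, before and after Benjamini-Hochberg adjustment. The authors left out reads inside annotated genes when they called transcripts, while random placements could fall in genes. The higher number on intergenic sequence and the lower number on protein-coding genes were therefore in part set by the calling. Among the 4036 transcripts with their middle outside protein-coding genes, against placements held to the same rule, a comparison added after the data were seen, the log2 enrichment was 0.17 for intergenic sequence, 0.34 for promoters, 0.66 for long non-coding RNA genes and -0.45 for pseudogenes. That of pseudogenes thus changed its sign. Of the alternatives set in advance, an overlap of at least 50% of the transcript moved a value most, that of protein-coding genes, to -2.42. Transposon families were not analysed here. Pseudogenes are the genes that carry this label in the annotation, and they cover 8.78% of the nuclear genome. Whether transposon genes carry the same label was not examined.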

**Figure 2.**
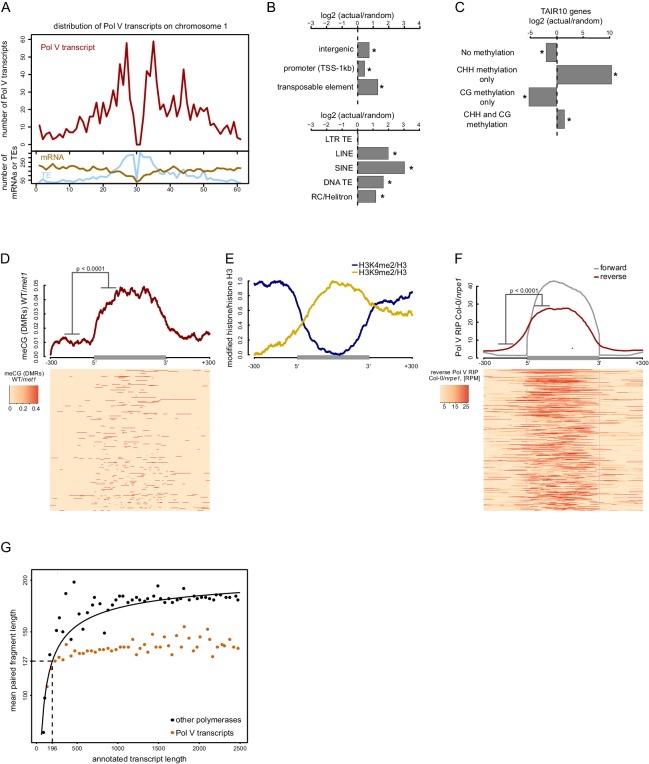
Pol V regulatory elements. (**A**) Pol V transcripts are produced from both pericentromeric regions and chromosome arms. The number of mRNAs, transposons (TAIR10) or Pol V transcripts was plotted on chromosome 1 in 500 kb windows. (**B**) Pol V transcripts are significantly enriched on promoters, intergenic sequences, and transposons of all families except LTR transposons. Plots show ratios of features overlapping Pol V transcripts to those overlapping randomized genomic regions. Promoters are defined as regions 1 kb upstream of the transcription start site of genes. Stars denote significant differences based on permutations (p<0.001). (**C**) CG methylation is not sufficient to mediate Pol V transcription. Genes annotated in TAIR10 were split into four categories based on the presence of CHH methylation (greater than 2%) and CG methylation (greater than 10%). Enrichment of annotated Pol V transcripts on those categories of genes was calculated by comparing the actual overlap with overlaps of random genomic loci. Stars denote p<0.004. (**D**) MET1-dependent CG methylation is enriched within Pol V-transcribed regions. Average CG methylation levels (Stroud et al., 2013) within differentially methylated regions (DMRs) were plotted on scaled Pol V transcripts. The p value was calculated using the permutation test by comparing 100 nt long regions starting 200 nt upstream and 50 nt downstream of 5’ ends of the annotated transcripts. (**E**) A repressive histone modification is enriched on Pol V transcribed regions. Profiles of average enrichment of the modified histone (H3K9me2 and H3K4me2) over histone H3 were plotted on scaled Pol V transcripts ± 300 bp. Enrichment of H3K9me2 and depletion of H3K4me2 were statistically significant (p<0.0066 and p<0.0001, respectively; permutation test). (**F**) Pol V transcribes bidirectionally. Profiles of averaged Pol V RIP-seq signal (Col-0/*nrpe1*) in forward (grey, Figure 1B) or reverse orientation (red) on scaled Pol V transcripts ± 300 bp. Forward strand refers to annotated transcripts, reverse strand refers to the strand opposite to the annotated transcripts. The p value was calculated using the permutation test by comparing 100 nt long regions starting 200 nt upstream and 50 nt downstream of 5’ ends of the annotated transcripts. The shift between forward and reverse strands is further analyzed in Figure 2—figure supplement 1. (**G**) Annotated Pol V transcripts are composed of multiple shorter RNAs. Lengths of paired-end RNA fragments sequenced in RIP-seq mapping to nuclear and organellar genes (TAIR10) or to Pol V transcripts were compared to sizes of full length RNAs derived from annotations (TAIR10). Length of Pol V-bound RNAs (vertical dashed line) was estimated based on the median length of paired-end sequencing fragments mapping to Pol V transcripts (horizontal dashed line) and regression analysis of genes found in TAIR10 annotation (black line). **DOI:** http://dx.doi.org/10.7554/eLife.19092.004

**Figure 2—figure supplement 1.**
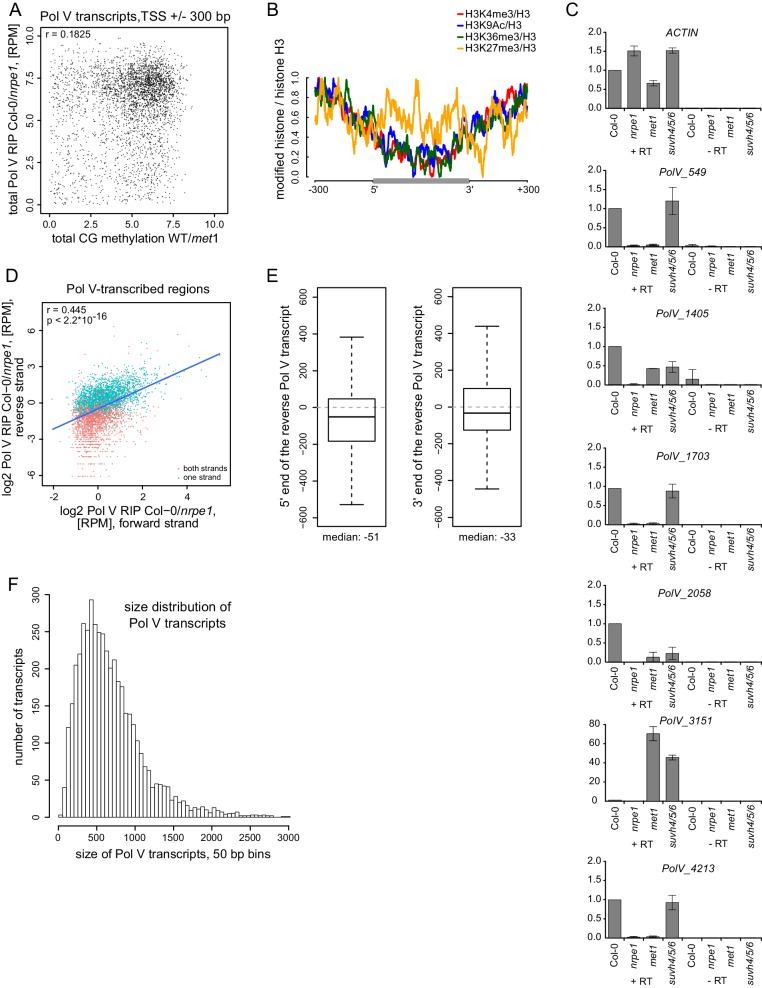
Pol V regulatory elements. (**A**) CG DNA methylation levels do not correlate with the levels of Pol V transcripts. Scatterplot shows CG methylation levels (wild-type/*met1*) (Stroud et al., 2013) and Pol V RIP signal (total Col-0/*nrpe1*, [RPM]) around the 5’ ends (± 300 bp) of Pol V transcripts. (**B**) Histone modifications on Pol V transcribed regions. Profiles of average enrichment of modified histones (H3K4me3, H3K9ac, H3K36me3, and H3K27me3 (Moissiard et al., 2012; Luo et al., 2013) over histone H3 (Moissiard et al., 2012) were plotted on scaled Pol V transcripts ± 300 bp. (**C**) Accumulation of Pol V transcripts is partially affected in *met1* and *suvh4/5/6* mutants. RT-qPCR for selected Pol V transcripts was performed in Col-0, *nrpe1, met1, and suvh4/5/6*. Averages signal levels relative to wild type and standard deviations from three biological replicates are shown. (**D**) Most regions are transcribed by Pol V on both strands. Scatterplot shows Pol V RIP-seq signal (Col-0-*nrpe1*, [RPM]) from the forward (annotated) and reverse (opposite to annotated) strand on Pol V-transcribed regions. Regions containing annotated transcripts on one or two strands are shown with different colors. Trend line (blue), correlation coefficient and p value have been calculated using linear regression. (**E**) The start and end sites of forward (annotated) and reverse (opposite to annotated) Pol V transcripts are shifted. Boxplot (left) showing the distance between the 5’-end of the reverse to the 3’-end of the forward Pol V transcript from the same genomic region (median distance −51 bp). Boxplot (right) showing the distance between the 3’-end of the reverse to the 5’-end of the forward Pol V transcript from the same genomic region (median distance −33 bp). (**F**) Size distribution of Pol V transcripts in 50 bp bins. The median size of Pol V transcripts is 689 bp. **DOI:** http://dx.doi.org/10.7554/eLife.19092.005

CG methylation is required for efficient Pol V binding to chromatin (Johnson et al., 2014). To test if Pol V transcription overlaps CG methylation, we analyzed published whole genome bisulfite sequencing datasets (Stroud et al., 2013). DNA methylation in the CG context was increased throughout the genomic regions transcribed by Pol V but not outside of those regions (Figure 2D). Even though most Pol V transcripts were enriched in MET1-dependent CG methylation, the levels of CG methylation were not sufficient to predict the levels of Pol V transcription (Figure 2—figure supplement 1). This observation shows that CG methylation and Pol V transcription overlap and provides support for preexisting CG methylation being an important factor in guiding Pol V to specific loci. However, it also indicates that CG methylation does not regulate the level of Pol V transcription and that CG methylation is not needed upstream of transcription initiation sites. Instead it may be required within the transcribed regions.

We also tested if Pol V transcription overlaps with various posttranslational histone modifications (Moissiard et al., 2012; Greenberg et al., 2013; Luo et al., 2013) and found that H3K9me2 overlapped Pol V-transcribed regions in a way similar to CG methylation, while H3K4me2 was depleted on Pol V-transcribed regions (Figure 2E). H3K4me3, H3K36me3, and H3K9ac also appeared depleted but due to a higher noise level this depletion was not significant (Figure 2—figure supplement 1). Although it is unknown which histone modifications are controlling Pol V transcription and which are established in a Pol V-dependent manner, this is consistent with Pol V being guided to its genomic targets by repressive chromatin modifications present within the transcribed regions.

The overlap between CG methylation and Pol V transcription suggests that CG methylation may be required for Pol V transcription. To test this possibility, we assayed the accumulation of six individual Pol V transcripts in the *met1* mutant and *suvh4/5/6* triple mutant (Figure 2—figure supplement 1). Five loci showed a significant reduction in the accumulation of Pol V transcripts in the *met1* mutant, which is consistent with a requirement of MET1 for Pol V transcription and with previous reports (Johnson et al., 2014). The *suvh4/5/6* mutant had a reduced accumulation of Pol V transcripts at two loci (Figure 2—figure supplement 1), which indicates that SUVH4, 5, and 6 (and H3K9me2 they presumably establish) may have a more subtle or locus-specific effect on Pol V transcription. One of the tested loci showed a significant increase in RNA accumulation in both mutants (Figure 2—figure supplement 1), which may be attributed to the loss of Pol II silencing. These results are consistent with CG methylation being required for Pol V transcription.

The requirement of CG methylation for Pol V binding to chromatin and transcription may be interpreted as evidence of CG methylation recruiting Pol V to specific loci in the genome. This would predict that CG methylation should be sufficient for Pol V transcription. Alternatively, CG methylation may be one of many factors working together to determine the specificity of Pol V. To distinguish between these possibilities, we analyzed protein-coding genes, which show gene body CG methylation (Bewick et al., 2016). Pol V transcripts were significantly depleted on body-methylated genes, identified by high levels of CG methylation and low levels of CHH methylation (Figure 2C). In contrast, Pol V transcripts were enriched on genes having high levels of CHH methylation (Figure 2C), which are likely caused by intronic transposons (Saze et al., 2013). This suggests that CG methylation is not sufficient for Pol V transcription and consequently, CG methylation is one of many factors involved in guiding Pol V to specific genomic loci.

The possibility that preexisting repressive chromatin modifications guide Pol V predicts that this polymerase should transcribe both strands of DNA. To test this prediction, we plotted forward and reverse Pol V-RIP signal on aligned and scaled Pol V transcripts. 

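An overlap of at least 1 bp with a Pol V transcript on the other strand was found for 2317 of 4502 transcripts (51.5%, Wilson 95% interval 50.0 to 52.9%). Random placements of the transcripts gave 3.00% on average and at most 178 transcripts (one-sided permutation p = 0.001, the smallest that 1000 placements can give). The placements could fall in genes, where the authors left out reads, and ignored the uneven density of transcripts along the chromosomes. They may therefore understate the overlap expected without a link between the strands. When the overlap had to cover at least 50% of the transcript, 43.5% had one. The share was 35.4% among the 512 transcripts with the fewest Col-0 reads and 77.0% among the 447 with the most. The overlaps formed 1186 pairs of transcripts with a median overlap of 522 bp. Across these pairs, which are not independent replicates, Col-0 reads on the plus and minus strand had a Spearman rho of 0.302 and a Pearson r of 0.344 on the log2 scale. Each had a two-sided permutation p of 1e-05, which is the smallest possible with 100000 permutations and is unchanged by Benjamini-Hochberg adjustment over the 2. The reads on both strands differed at most 2-fold in 875 pairs (73.8%), and the plus strand had more reads in 585. The share within 2-fold among transcripts paired at random was not computed. Col-0 reads ran only from 46 to 165 across deciles 2 to 9 of the list. The 73.8% alone therefore does not show that both strands are transcribed equally.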

We found that, indeed, Pol V transcribed bidirectionally on annotated Pol V transcripts (Figure 2F) and that transcription levels on both strands were somewhat correlated (Figure 2—figure supplement 1). Furthermore, transcription on both strands was shifted with annotated Pol V transcripts on the reverse strand starting ~51 bp before annotated transcripts on the forward strand end (Figure 2—figure supplement 1). These results support the idea that internal chromatin modifications may be important for Pol V transcription. Furthermore, they also suggest that transcription on one strand and, possibly, subsequently deposited chromatin modifications may be important for the initiation of transcription on the other strand.

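For each overlapping pair on opposite strands, each transcript was taken in turn as the forward one. The median distance from the 5′ end of the reverse to the 3′ end of the forward transcript was -44 bp (order-statistic 95% interval -52 to -37), so the reverse transcript began before the forward one ended. A negative distance was found in 60.9% of cases, and 38.9% of the distances were at most 100 bp in size. Taking each transcript in turn makes the other distance, from the reverse 3′ end to the forward 5′ end, a mirror of this one, with the same median. A sign-flip permutation test, two-sided, gave p = 1e-05, the smallest that its resamples allow. With the plus-strand transcript always taken as forward, the medians were -51 bp and -38 bp. From the shift, the paper proposes that transcription on one strand may be important for its initiation on the other.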

If internal repressive chromatin modifications control Pol V transcription, one might predict that Pol V could have multiple transcription initiation sites within one transcribed region. This would manifest itself in the presence of several shorter RNAs within most annotated Pol V transcripts. Alternatively, if Pol V had an external promoter, we would expect the presence of one predominant RNA with a transcription start site close to the beginning of the annotated transcript. Our RIP-seq protocol included sonication and random priming steps, which preclude us from directly capturing the ends of intact RNAs. However, we performed paired-end RNA sequencing, which provides an alternative way to distinguish between these two possibilities. To do so, we mapped the paired-end reads to all *Arabidopsis* transcripts annotated in TAIR10 as well as to Pol V transcripts. We then plotted the relationship between the transcript length and the mean size of paired-end sequenced RNA fragments mapping to this transcript (Figure 2G). As the RIP-seq datasets include significant amounts of background reads originating from polymerases other than Pol V, we were able to determine the relationship between the size of each transcript known from TAIR10 annotations and the mean length of mapped read-pairs (Figure 2G). Small Pol V transcripts also followed this relationship, however, longer Pol V transcripts did not produce longer sequenced fragments (Figure 2G). This indicates that actual RNAs produced from annotated Pol V transcripts are shorter than the size of these annotations. If the relationship between transcript length and sequenced RNA fragments is the same or at least similar for Pol V as it is for other DNA-dependent RNA polymerases, we would predict an RNA length of 196 nt based on the median paired end fragment obtained from the first repeat of Pol V RIP-seq (Figure 2G). A similar analysis of the second biological repeat of Pol V RIP-seq predicts a median RNA length of 205 nt. Considering that the median length of annotated Pol V transcripts is 689 nt (Figure 2—figure supplement 1), this indicates that annotated Pol V transcripts contain more than one transcription initiation and/or termination site. This is not only consistent with Pol V being controlled by internal promoters but also demonstrates that Pol V transcripts annotated in our study are not individual continuous transcriptional units but rather regions of Pol V transcriptional activity.

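Length was taken as deposited, the end minus the start of each transcript. Over the 4502 transcripts the median had an order-statistic 95% interval of 676 to 701 bp, and the mean was 793 bp. The middle 50% ran from 472 to 979 bp, 43 transcripts (0.955%) were shorter than 200 bp, and 1055 (23.4%) were longer than 1000 bp. The shortest had 132 bp. The longest, PVTrans2351 on chromosome 3 from 11096946 to 11105641, had 8695 bp, with 779 and 506 reads in Col-0 and 168 and 27 in *nrpe1*. Merging overlapping transcripts regardless of strand moved the median most, to 743 bp (722 to 764). Read density fell with length: in 3 length classes of nearly equal number, the median was 16.7 reads per 100 bp in the shortest, 10.1 in the middle and 8.36 in the longest. The calling required an absolute number of reads, and no listed transcript had fewer than 29 in Col-0. Short transcripts of low density were thus left out, so the fall may be set in part by the calling. From the difference between the annotated length and the length predicted from sequenced fragments, the paper concludes that an annotated transcript is a region of Pol V transcription with several start or end sites.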

Overall, our analysis suggests that Pol V is controlled by internal promoters, similar to what has been reported for a subset of Pol III transcripts (Geiduschek and Tocchini-Valentini, 1988). Although any involvement of DNA sequence elements cannot be excluded at this time, our data are consistent with repressive chromatin modifications being at least important for Pol V recruitment and possibly working as a functional equivalent of a promoter.

### AGO4 binds most Pol V transcripts

Pol V is required for AGO4 binding to chromatin genome-wide (Zheng et al., 2013), however, it is unknown if AGO4 associates with Pol V transcripts beyond the handful of loci tested so far (Wierzbicki et al., 2009; Böhmdorfer et al., 2014). To test if the association with Pol V transcripts is a general feature of AGO4, we performed RIP-seq using an antibody against AGO4 (Wierzbicki et al., 2009) in Col-0 wild type, *ago4*, and *nrpe1*. 

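For AGO4, the authors called transcripts from the Col-0 and *ago4* libraries, 1 of each, and deposited the number of reads of both on every called transcript, as all reads and as deduplicated reads, without normalization. *ago4*, a mutant in the gene for the precipitated protein, serves as background. The *nrpe1* library of the AGO4 RIP-seq was not analysed here. On the 3940 listed AGO4-bound transcripts, Col-0 had 118313 reads and *ago4* had 6245. After deduplication these were 59759 and 3313. The median transcript had 16 reads in Col-0 and 0 in *ago4*, and the fewest deduplicated reads in Col-0 were 5. With 1 library per genotype there is no replicate check and no test between genotypes, and the depth of the whole libraries is unknown here. Folds were computed against at least 3 reads in *ago4*, as for *nrpe1* in the Pol V RIP-seq.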

Because the library prep method we used does not efficiently amplify siRNAs, this approach should specifically detect long RNAs associated with AGO4. AGO4 RIP-seq signal was significantly enriched on Pol V transcripts (Figure 3A,B) and this binding was dependent on Pol V (Figures 3B, Figure 3—figure supplement 1). 

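On the AGO4-bound transcripts, *ago4* had no read for 2863 of 3940 (72.7%) and at most 3 reads for 3550 (90.1%). The lowest ratio of Col-0 to *ago4* reads was 6.06 among transcripts with a read in *ago4*, or 6.13 on deduplicated reads. With transcripts at their bound, the median was at least 5.33-fold higher in Col-0. The median log2 ratio with a pseudocount of 0.1 was 6.79, which depends on the pseudocount because most transcripts had no *ago4* read. It moved most with a pseudocount of 0.01, to 10.10. A Pol V transcript on either strand was overlapped by 1776 AGO4-bound transcripts, and 88.4% of these had no read in *ago4*, against 59.8% of the 2164 that overlapped none. AGO4_Trans1134 had the most reads in Col-0, 4633 against 1 in *ago4*, at least 1544-fold more. It lies on chromosome 2 from 4477736 to 4484705 and overlaps no Pol V transcript. AGO4_Trans814, on chromosome 1 from 25926951 to 25927326, had 4227 reads against 419 and overlaps a protein-coding and a snoRNA gene of TAIR10.1. AGO4_Trans2393, on chromosome 3 from 22514037 to 22519164, had 1235 against 199 and overlaps pseudogenes. The longest, AGO4_Trans1153 on chromosome 2, spans 8858 bp, had 453 against 12 reads and overlaps PVTrans1423, PVTrans1424 and PVTrans1425.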

The presence of AGO4 RIP-seq signal on most transcripts shown on the heatmap (Figure 3A) indicates that AGO4 associates with most if not all Pol V transcripts. This is further supported by a significant correlation between Pol V and AGO4 RIP-seq signals (Figure 3—figure supplement 1). Additionally, annotations based on AGO4 RIP-seq yielded transcripts with start and end sites similar to Pol V transcripts and overlapped regions with hallmarks of RdDM (Lee et al., 2012; Stroud et al., 2013; Zheng et al., 2013) (Figure 3C, Figure 3—figure supplement 1). It should be noted that the RIP assay includes formaldehyde crosslinking, which may preserve indirect interactions. Therefore, the association we observed may reflect direct physical interactions or indirect interactions with other proteins or nucleic acids in between AGO4 and lncRNAs.

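The paper's methods compare ends at a minimum overlap of 50% in the same orientation, taken here as 50% of the Pol V transcript. By this rule, 1142 of 4502 Pol V transcripts (25.4%, Wilson 95% interval 24.1 to 26.7%) were overlapped by an AGO4-bound transcript. If the overlap had to cover at least 50% of both transcripts, the share was 23.7%. Random placements of the AGO4-bound transcripts gave 0.951% on average and at most 63 transcripts (one-sided permutation p = 0.001, the smallest that 1000 placements can give). These placements could also fall in genes and ignored uneven density along the chromosomes, so they may understate the overlap by chance. The alternative set in advance that moved the share most was an overlap of at least 1 bp, at 35.7%. With either strand allowed as well, a combination chosen after the data were seen, it was 48.5%. The share rose with the depth of the Pol V transcript, from 12.3% of the 512 transcripts with 29 to 45 Col-0 reads to 54.6% of the 447 with 166 or more. With an overlap of at least 1 bp, these shares were 15.4% and 79.2%. In the shortest of 3 length classes the share rose from 18.1% to 86.2%, and in the longest from 4.44% to 41.9%. A transcript on neither list can still carry AGO4 signal below the calling limits, which the list of called transcripts does not show. From the AGO4 RIP-seq signal on the heatmap of Figure 3A, the paper infers an association of AGO4 with most and perhaps all Pol V transcripts.

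**Figure D2:**
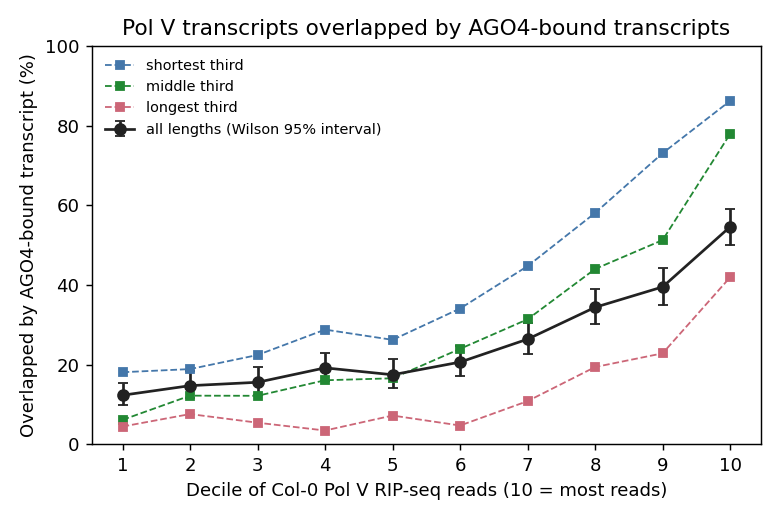
Percentage of Pol V transcripts with an AGO4-bound transcript over at least 50% of their length on the same strand, by decile of Col-0 reads. Black points with Wilson 95% intervals show all lengths, rising from 12.3% to 54.6%, and squares show the shortest, middle and longest transcripts.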

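Over the 1142 same-strand pairs, Col-0 reads on the AGO4-bound transcript were compared with Col-0 reads on the Pol V transcript. The Spearman rho was 0.544 with Pol V repeat 1 and 0.437 with repeat 2, and the Pearson r of log2 reads was 0.586 and 0.472. Longer transcripts collect more reads in both assays. Per 100 bp, the Spearman rho fell to 0.403 and 0.317. Each of these correlations, across transcripts that are not independent replicates, had a two-sided permutation p of 1e-05, the smallest that 100000 permutations can give, also after Benjamini-Hochberg adjustment. Only transcripts called in both assays enter these values.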

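For the same 1142 pairs, the distance was taken along the transcript as the AGO4-bound end minus the Pol V end. The 5′ ends differed by a median of 16 bp (order-statistic 95% interval 11 to 23), so the AGO4-bound transcript began further downstream, and 58.7% of the 5′ ends lay within 100 bp of each other. At the 3′ end the median was -23 bp (-31 to -15), and 57.7% lay within 100 bp. For each end a two-sided sign-flip permutation test gave p = 1e-05, the smallest it can give, with transcripts not being independent replicates. The AGO4-bound transcript lay inside the Pol V transcript in 432 pairs (37.8%) and the reverse held in 167 (14.6%). The median difference in length, AGO4-bound minus Pol V, was -57 bp (-71 to -38). Of the alternatives set in advance, an overlap of at least 1 bp moved the medians most, to 36 bp and -58.5 bp. In genome coordinates, without regard to strand and chosen after the data were seen, the medians were -7.5 bp and 0 bp. The paper states that the start and end sites of the AGO4-bound transcripts are similar to those of the Pol V transcripts.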

**Figure 3.**
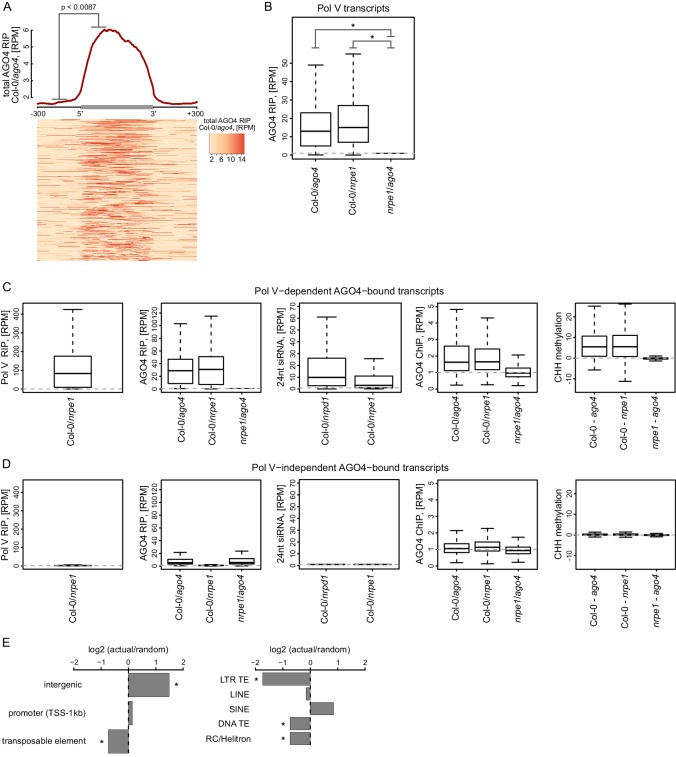
AGO4 binds most Pol V transcripts. (**A**) AGO4 RIP-seq signal (Col-0/*ago4*) is enriched on the majority of Pol V transcripts. Total AGO4 RIP signal was plotted on scaled Pol V transcripts. The p value was calculated using the permutation test by comparing 100 nt long regions starting 200 nt upstream and 50 nt downstream of 5’ ends of the annotated transcripts. (**B**) Binding of AGO4 to Pol V transcripts depends on Pol V. The box plot shows AGO4 RIP-seq signal on Pol V transcripts. Stars denote p<2.2 * 10^–16^ (Wilcoxon test). (**C**) Pol V-dependent association of AGO4 with RNA is correlated with RdDM. Boxplots show signal levels for Pol V RIP-seq, AGO4 RIP-seq, 24nt siRNA, AGO4 ChIP-seq, and CHH methylation. Transcript were called using AGO4 RIP-seq Col-0/*ago4* and considered Pol V-dependent if AGO4 RIP-seq Col-0/*nrpe1* ≥ 4. (**D**) Pol V-independent association of AGO4 with RNA is not correlated with RdDM. Box plots show signal levels for Pol V RIP-seq, AGO4 RIP-seq, 24nt siRNA, AGO4 ChIP-seq, and CHH methylation. Transcripts were called using AGO4 RIP-seq Col-0/*ago4* and considered Pol V-independent if AGO4 RIP-seq *nrpe1/ago4* ≥ 4. (**E**) Pol V-independent transcripts bound by AGO4 are enriched on intergenic sequences but are depleted on all transposons except SINEs. Plots show ratios of features overlapping transcripts to those overlapping randomized transcripts. Stars denote p<0.001 (permutation test). **DOI:** http://dx.doi.org/10.7554/eLife.19092.006

**Figure 3—figure supplement 1.**
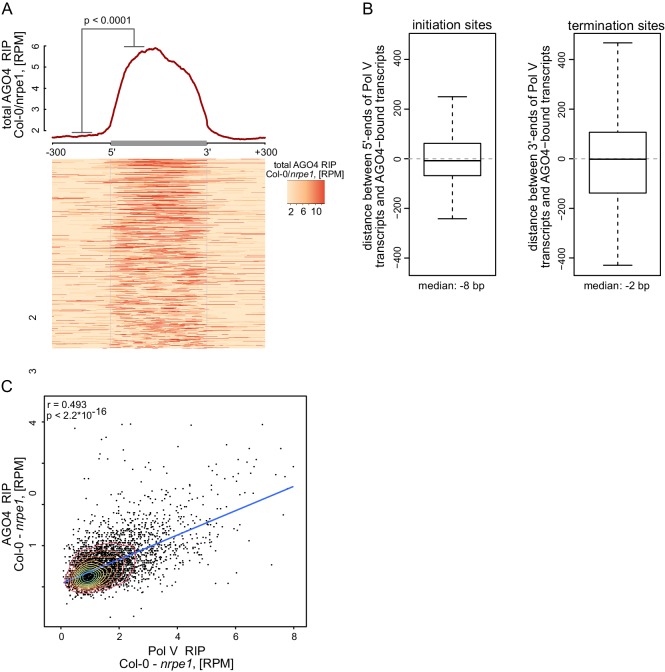
AGO4 binds most Pol V transcripts. (**A**) AGO4 binds Pol V transcripts in a Pol V-dependent manner. Profile and heatmap for scaled Pol V transcripts ± 300 bp. The profile represents averaged total AGO4-RIP Col-0/*nrpe1* signal [RPM]. In the heatmap every row represents an individual Pol V transcript (sorted by size). The p value was calculated using the permutation test by comparing 100 nt long regions starting 200 nt upstream and 50 nt downstream of 5’ ends of the annotated transcripts. (**B**) Close overlap between start and end sites of transcripts annotated in AGO4 and Pol V RIP-seq. Left boxplot shows the distance between the initiation sites of overlapping transcripts with the same orientation annotated based on Pol V RIP-seq and AGO4 RIP-seq, respectively (median distance: −8 bp). Right boxplot shows the distance between the 3’-ends of overlapping transcripts with the same orientation called in Pol V RIP-seq and AGO4 RIP-seq, respectively (median distance: −2 bp). (**C**) Intensity of AGO4 RIP-seq signal is correlated with the intensity of Pol V RIP-seq signal. Scatterplot shows AGO4 RIP-seq signal and Pol V RIP-seq signal (repeat 1) on annotated Pol V transcripts. The plot shows a trend line calculated using linear regression (blue) as well as Spearman correlation coefficient and its p value. **DOI:** http://dx.doi.org/10.7554/eLife.19092.007

AGO4 was shown to interact with Pol II on a limited number of loci where Pol II transcripts have been suggested to fulfill a role similar to Pol V transcripts (Zheng et al., 2009). To test if AGO4 binds to RNAs produced by polymerases other than Pol V, we identified RNAs whose association with AGO4 did not depend on Pol V. They were characterized by RIP signal present in Col-0 wild type and *nrpe1* but not in *ago4* (Figure 3D) and were depleted on transposons and enriched on intergenic sequences and promoters (Figure 3E). These RNAs were also enriched on Pol III-transcribed SINE elements (Figure 3E), which suggests that AGO4 may be binding Pol III transcripts. Regions generating those RNAs were not only not transcribed by Pol V but also failed to show any of the hallmarks of RdDM i.e. CHH methylation (Stroud et al., 2013), presence of siRNAs (Lee et al., 2012) or AGO4 binding to chromatin (Zheng et al., 2013) (Figure 3D). This suggests that association of AGO4 with RNAs produced by a polymerase other than Pol V does not lead to RdDM. Therefore, this interaction is either non-specific or reflects functions of AGO4 independent of RdDM. We conclude that AGO4 associates with most Pol V transcripts and may have an additional role not related to RdDM.

### AGO4 and IDN2 enhance the accumulation of Pol V transcripts

Widespread association of AGO4 with Pol V transcripts suggests that Pol V transcripts may be a substrate for AGO4 slicer activity (Qi et al., 2006). Alternatively, AGO4 could function without slicing Pol V transcripts. To distinguish between these possibilities, we performed RIP-seq with the anti-NRPE1 antibody in the *ago4* mutant. Presence of slicing by AGO4 would predict longer and more abundant transcripts in the *ago4* mutant. We observed none of those effects (Figure 4A,B, Figure 4—figure supplement 1). In contrast, accumulation of Pol V transcripts was decreased in the *ago4* mutant compared to Col-0 (Figure 4A,B, Figure 4—figure supplement 1). Moreover, analysis of the lengths of paired-end sequencing reads in the *ago4* mutant predicted an average transcript length of 200 nt, which is very similar to the size predicted for Col-0 wt (Figure 2G). These results indicate that AGO4 does not slice Pol V transcripts. Instead, AGO4 seems to enhance Pol V transcription or to stabilize Pol V transcripts. This is consistent with slicing activity being dispensable for Ago recruitment to chromatin in *S. pombe* (Jain et al., 2016). Alternatively, AGO4 slicing products originating from Pol V transcripts could be undetectable in our assay due to their size or loss of association with the Pol V complex.

**Figure 4.**
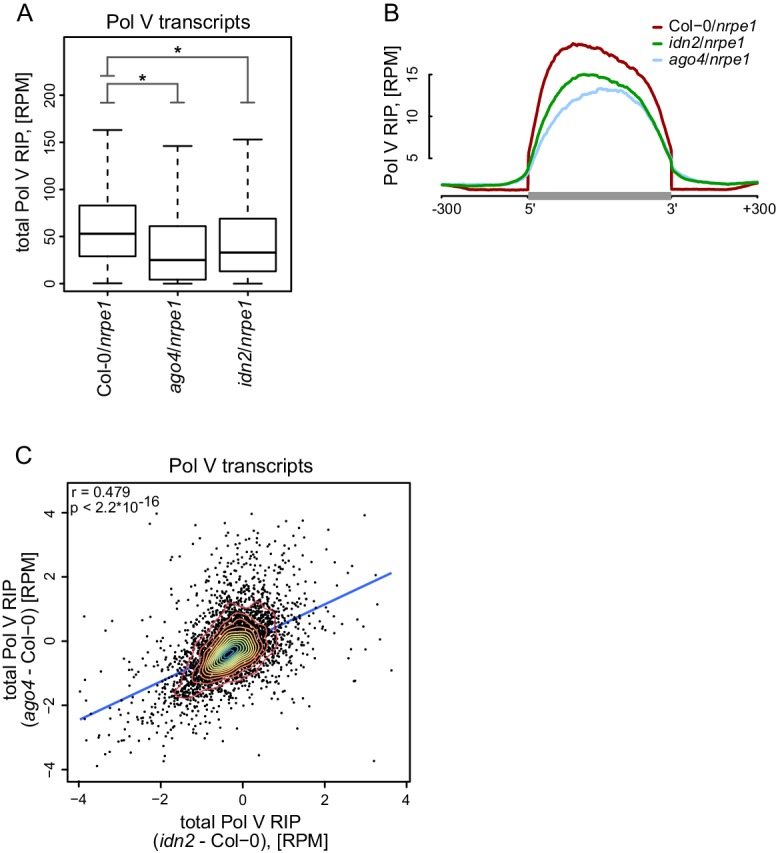
AGO4 and IDN2 enhance the accumulation of Pol V transcripts. (**A**) Accumulation of Pol V transcripts is reduced in *ago4* and *idn2*. Box plots show ratios of Pol V RIP-seq signals on Pol V transcripts in various genotypes. Stars denote p<2.2 * 10^–16^ (Wilcoxon test). (**B**) Accumulation of Pol V transcripts is reduced in *ago4* and *idn2* over the entire lengths of Pol V transcripts. Average Pol V RIP-seq enrichment was plotted on scaled Pol V transcripts. Differences between Col-0 and *ago4* as well as Col-0 and *idn2* are significant when measured between positions 50 nt and 150 nt downstream of 5’ ends of Pol V transcripts (p<0.0001, permutation test). (**C**) On most Pol V transcripts, Pol V-transcription is affected in a similar way in *ago4* and *idn2*. Scatterplot of total Pol V RIP signal in *ago4 -* Col-0 vs. *idn2 -* Col-0. The plot shows a trend line calculated using linear regression (blue) as well as Pearson correlation coefficient and its p value. **DOI:** http://dx.doi.org/10.7554/eLife.19092.008

**Figure 4—figure supplement 1.**
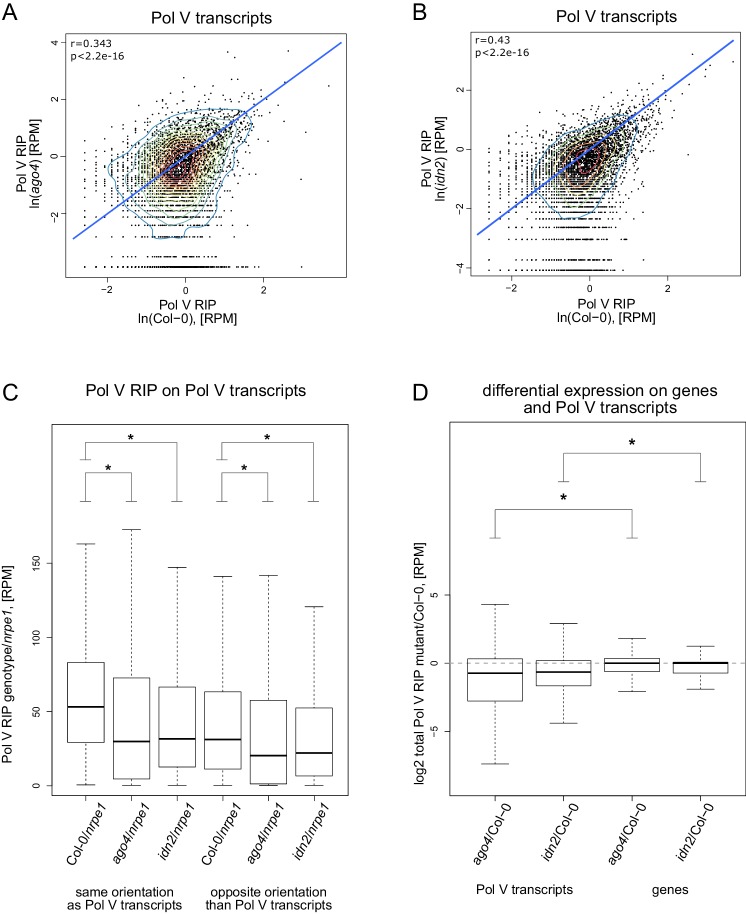
AGO4 and IDN2 enhance the accumulation of Pol V transcripts. (**A**) Accumulation of Pol V transcripts is reduced in the *ago4* mutant. Scatterplot shows read counts from Pol V RIP-seq in Col-0 wild type and *ago4*. The plot shows a line where read counts are equal in both genotypes (blue). Pearson correlation coefficient and its p value are calculated using linear regression. (**B**) Accumulation of Pol V transcripts is reduced in the *idn2* mutant. Scatterplot shows read counts from Pol V RIP-seq in Col-0 wild type and *idn2*. The plot shows a line where read counts are equal in both genotypes (blue). Pearson correlation coefficient and its p value are calculated using linear regression. (**C**) Forward and reverse transcripts are reduced in *ago4* and *idn2* on Pol V-transcribed regions, suggesting that AGO4 and IDN2 are important to stabilize transcripts coming from both strands. Box plots show Pol V RIP signal calculated using reads with the same or opposite orientation than Pol V transcripts. Stars denote p<2.2 * 10^–16^ (Wilcoxon test). (**D**) Pol V transcript levels are reduced in *ago4* and *idn2*. mRNA levels are on average not reduced in Pol V RIP samples obtained in *ago4* and *idn2* compared to Col-0, suggesting that the reduction of Pol V transcripts in the mutant backgrounds is not an artefact. Box plots show Pol V RIP signal (mutant/Col-0) on Pol V transcripts and genes. Stars denote p<2.2 * 10^–16^ (Wilcoxon test). **DOI:** http://dx.doi.org/10.7554/eLife.19092.009

Another protein shown to associate with Pol V transcripts is IDN2 (Böhmdorfer et al., 2014; Zhu et al., 2013). Although the biochemical function of IDN2 remains unknown, it could potentially affect the stability of Pol V transcripts. We tested this possibility by performing RIP-seq with the anti-NRPE1 antibody in the *idn2* mutant. Accumulation of Pol V transcripts was also reduced in *idn2* (Figure 4A, Figure 4—figure supplement 1) over the entire lengths of the annotated transcripts (Figure 4B). This indicates that, like AGO4, IDN2 also enhances Pol V transcription or increases the stability of Pol V transcripts on both strands (Figure 4—figure supplement 1). Effects observed in *ago4* and *idn2* were somewhat correlated (Figure 4C) and could not be explained by an overall reduction of RNA levels in *ago4* and *idn2* as we did not observe a similar decrease on mRNAs (Figure 4—figure supplement 1). This suggests that mutations in AGO4 and IDN2 could affect the stability of Pol V transcripts. Alternatively, these mutations could indirectly affect Pol V transcription by causing a general reduction in repressive chromatin modifications on Pol V transcribed regions, which, in turn, would reduce the rate of Pol V transcription. Overall, our results show that AGO4 and IDN2 are unlikely to contribute to slicing or other forms of degradation of Pol V transcripts.

### RdDM is restricted to Pol V-transcribed regions

The current models of RdDM show that AGO4, IDN2, and other RNA-binding proteins interact with Pol V transcripts at some distance from the transcribing core Pol V complex. This distance is allowed by the lengths of lncRNA and the C-terminal domain of Pol V which interacts with AGO4 (Li et al., 2006; El-Shami et al., 2007). Although this spatial separation between Pol V and downstream factors has not been addressed experimentally, it predicts that the DNA methylation machinery may have some level of spatial flexibility especially over densely packed chromatin relative to the progressing position of the core Pol V polymerase complex. This flexibility could result in DNA methylation being established outside of the regions transcribed by Pol V. To test this possibility, we plotted Pol V-dependent CHH methylation (Stroud et al., 2013) on DNA sequences corresponding to Pol V transcripts. CHH methylation was significantly enriched within these sequences (Figure 5A, Figure 5—figure supplement 1). However, only trace levels of CHH methylation were observed outside (Figure 5A, Figure 5—figure supplement 1). This result shows that at least in genomic regions in close proximity to the annotated Pol V transcripts, the RdDM pathway is only able to deposit DNA methylation within regions transcribed by Pol V.

**Figure 5.**
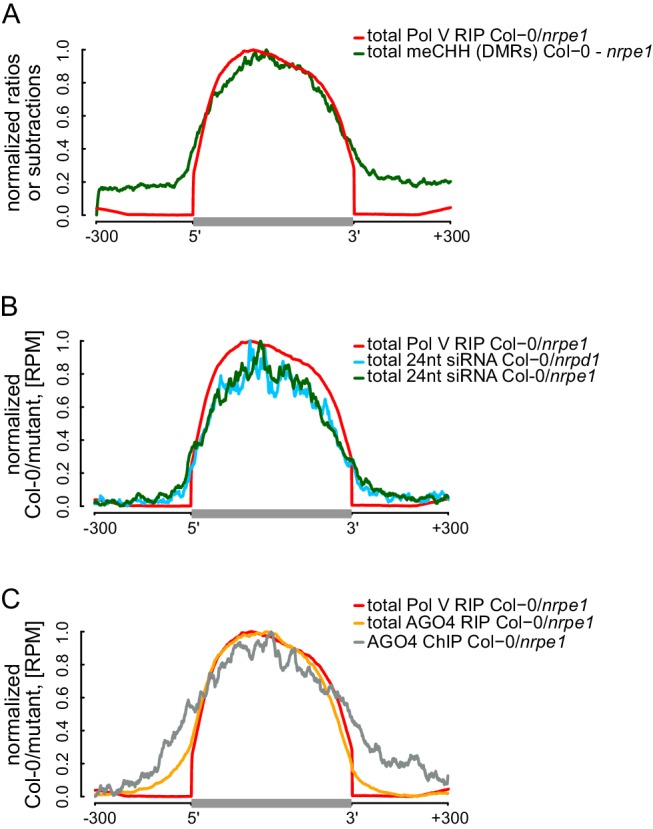
RdDM is restricted to Pol V-transcribed regions. (**A**) CHH methylation dependent on Pol V closely overlaps Pol V transcription. Average CHH methylation levels within differentially methylated regions (DMRs) were plotted on scaled Pol V transcripts ± 300 bp. Average Pol V RIP-seq signal (Figure 1B) was plotted as a reference. (**B**) siRNAs closely overlap Pol V transcription. Average enrichment of 24nt siRNA (Col-0/*nrpd1* and Col-0/*nrpe1*) was plotted on scaled Pol V transcripts. Average Pol V RIP-seq signal (Figure 1B) was plotted as a reference. (**C**) AGO4 binds to Pol V transcripts and corresponding DNA over the entire regions transcribed by Pol V. Average signals of AGO4 RIP-seq and AGO4 ChIP-seq Col-0/*nrpe1* were plotted on scaled Pol V transcripts. Average Pol V RIP-seq signal (Figure 1B) is shown as a reference. **DOI:** http://dx.doi.org/10.7554/eLife.19092.010

**Figure 5—figure supplement 1.**
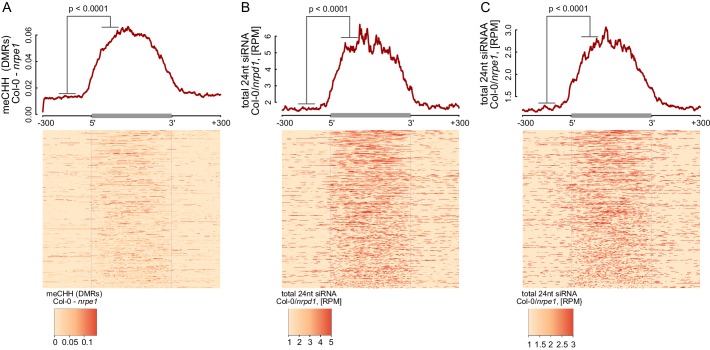
RdDM is restricted to Pol V-transcribed regions. (**A**–**C**) Pol IV- and Pol V-dependent 24 nt siRNAs as well as CHH methylation span the entire lengths of Pol V transcripts. Average signals of Pol V-dependent CHH methylation (*nrpe1* DMRs) (**A**) as well as Pol IV-dependent (**B**) and Pol V-dependent (**C**) 24 nt siRNA were plotted on scaled Pol V transcripts. Heatmaps show individual transcripts sorted by length. The p values were calculated using the permutation test by comparing 100 nt long regions starting 200 nt upstream and 50 nt downstream of 5’ ends of the annotated transcripts. **DOI:** http://dx.doi.org/10.7554/eLife.19092.011

We further tested if other components of RdDM are present outside of DNA sequences corresponding to Pol V transcripts. Analysis of previously published small RNA datasets (Lee et al., 2012) indicated that Pol IV- and Pol V-dependent 24nt siRNAs mostly accumulated within regions transcribed by Pol V (Figure 5B, Figure 5—figure supplement 1), indicating that Pol IV and Pol V likely transcribe the same genomic regions. Similarly, AGO4 associated with chromatin (Zheng et al., 2013) mostly within Pol V transcribed regions (Figure 5C). These results show that, at least in genomic regions in close proximity to the annotated Pol V transcripts, several features of RdDM are predominantly restricted between the start and the end of Pol V transcription. Another and not mutually exclusive explanation of these results is that Pol V transcription is tightly limited to regions with preexisting DNA methylation. Both interpretations would be inconsistent with models assuming that the flexibility of Pol V transcripts could allow chromatin modifying enzymes to reach outside of the transcribed regions. Overall, these results are consistent with Pol V transcripts working in *cis* and mediating repressive chromatin modifications exclusively within transcribed regions.

### Strand bias of RdDM

The observed high spatial resolution of RdDM could be accompanied by a correlation between strand preference of Pol V transcripts and CHH methylation. Alternatively, Pol V transcripts may mediate the establishment of CHH methylation on both strands of DNA. Although Pol V tends to transcribe both strands of DNA (Figure 2F), these two scenarios can be distinguished because the levels of Pol V transcription are often not equal between both strands (Figure 2—figure supplement 1). To test if RdDM displays a strand preference on Pol V-transcribed regions, we separately plotted both strands of siRNAs (Lee et al., 2012) (Figure 6A,B) and DNA methylation (Stroud et al., 2013) (Figure 6C) on Pol V-transcribed sequences. We observed no differences in mean signal strengths on either strand throughout the transcribed regions. We also found no correlations in strand preference between Pol V transcription, CHH methylation (Stroud et al., 2013), and siRNAs (Lee et al., 2012) on Pol V transcribed regions (Figure 6—figure supplement 1). This indicates that there is no strand preference of DNA methylation relative to siRNAs or Pol V transcripts, which indicates that Pol V transcripts mediate the establishment of CHH methylation on both strands of DNA.

**Figure 6.**
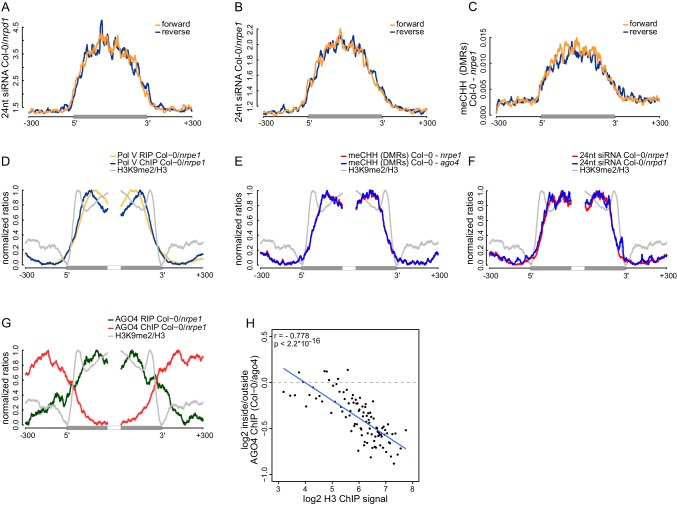
Strand bias of RdDM and importance of AGO4 binding to Pol V transcripts. (**A**) Pol IV-dependent 24nt siRNAs do not show a strand bias on Pol V transcripts. Average signal (Col-0/*nrpd1*, [RPM]) for reads with the same or the opposite orientation as Pol V transcripts was plotted on scaled Pol V transcripts ± 300 bp. (**B**) Pol V-dependent 24nt siRNAs do not show a strand bias on Pol V transcripts. Average signal (Col-0/*nrpe1*, [RPM]) for reads with the same or the opposite orientation as Pol V transcripts was plotted on scaled Pol V transcripts. (**C**) CHH methylation does not show a strand preference on Pol V transcripts. Average signal of called differentially methylated regions (DMRs) for CHH methylation (Col-0 - *nrpe1*) from the same or opposite strand as the Pol V transcript was plotted on scaled Pol V transcripts. (**D**–**G**) CHH methylation follows AGO4 interactions with Pol V transcripts on the edges of heterochromatic domains. (**D**) Pol V binds and transcribes DNA at the edges of heterochromatic domains. (**E**) CHH methylation is deposited on regions transcribed by Pol V. (**F**) 24nt siRNAs overlap Pol V transcripts. (**G**) AGO4 associates with RNA on regions transcribed by Pol V but association of AGO4 with DNA detectable by ChIP-seq is present outside of the heterochromatic domains. Profiles represent normalized average signals on heterochromatic domains (with H3K9me2) ± 300 bp, aligned at the ends. In each panel, gray bars on the x-axis (H3K9me2 region) and gray profiles (H3K9me2/H3) are shown. (**H**) High nucleosome density prevents AGO4 from binding to DNA within heterochromatic domains. Scatterplot compares H3 ChIP-seq signal to AGO4 ChIP-seq signal outside or inside of heterochromatic domains. Heterochromatic domains were combined in 100 groups based on their H3 levels and plotted against the log2 value of AGO4 ChIP-seq inside/outside the H3K9me2 region. 'Outside' was defined as the 50 to 250 bp upstream of the left end of the heterochromatic domain, while 'inside' corresponds to 50 to 250 bp inside the heterochromatic domain. The plot shows a trend line calculated using linear regression (blue) as well as Pearson correlation coefficient and its p value. **DOI:** http://dx.doi.org/10.7554/eLife.19092.012

**Figure 6—figure supplement 1.**
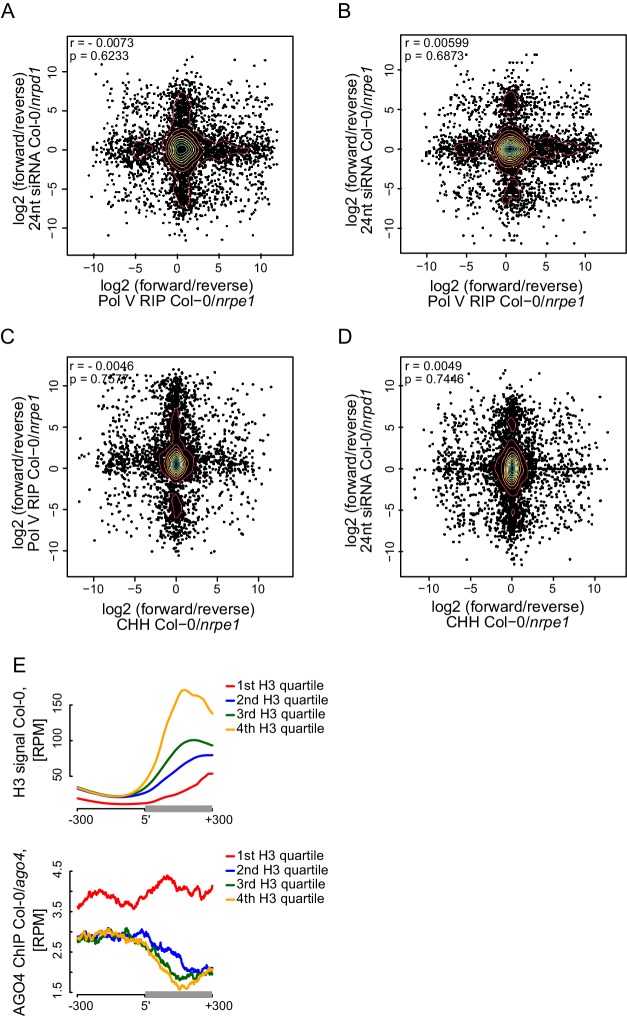
Strand bias of RdDM and importance of AGO4 binding to Pol V transcripts. (**A**–**D**) Strand preference of Pol V RIP on Pol V-transcribed regions is not correlated with strand-preference of 24nt siRNA or CHH methylation. Scatterplots show ratios (forward/reverse) of sequencing reads (Pol V RIP-seq and 24nt siRNA [Lee et al., 2012]) or CHH methylation (Stroud et al., 2013) observed on Pol V transcripts. (**A**) Comparison of Pol V-transcription and Pol IV-dependent siRNAs. (**B**) Comparison of Pol V-transcription and Pol V-dependent siRNAs. (**C**) Comparison of Pol V-transcription and Pol V-dependent CHH methylation. (**D**) Comparison of Pol V-dependent CHH methylation and Pol IV-dependent siRNAs. (**E**) High nucleosome density prevents AGO4 from binding to DNA within heterochromatic domains. Heterochromatic domains were split into quartiles according to the strength of their internal H3 signal (Moissiard et al., 2012) (first 200 bp from the end). Profiles show the average H3 or AGO4 ChIP-seq (Col-0/*ago4*) (Zheng et al., 2013) signal for ends of heterochromatic domains. **DOI:** http://dx.doi.org/10.7554/eLife.19092.013

### Importance of AGO4 binding to Pol V transcripts

Several key RdDM factors have been shown to interact with both DNA and RNA on silenced loci (Böhmdorfer et al., 2014; Wierzbicki et al., 2009). It remains unknown, which interaction is more important for RdDM. To answer this question, we focused our analysis on heterochromatic domains where protein binding to DNA may be constrained by a high density of nucleosomes but Pol V can still transcribe. We identified heterochromatic domains with high density of H3K9me2 (Moissiard et al., 2012) and plotted various features of RdDM over their edges. Both Pol V binding to chromatin reported by ChIP-seq (Wierzbicki et al., 2012) and Pol V transcription observed by RIP-seq overlapped the heterochromatic domains, which is consistent with Pol V transcribing silenced genomic regions (Figure 6D). CHH methylation (Stroud et al., 2013) was also enriched on the heterochromatic domains (Figure 6E). Similarly, AGO4 binding to Pol V transcripts observed by RIP-seq overlapped H3K9me2 (Moissiard et al., 2012), Pol V transcription, 24nt siRNAs (Lee et al., 2012), and CHH methylation (Stroud et al., 2013) (Figure 6D–G). Interestingly AGO4 binding to DNA observed by ChIP-seq (Zheng et al., 2013) was strongly enriched on chromatin flanking these heterochromatic domains (Figure 6G). This indicates that CHH methylation more closely follows AGO4 binding to Pol V transcripts than to DNA, suggesting that AGO4 interaction with Pol V transcripts may be the primary event directing downstream factors of RdDM.

Binding of AGO4 to chromatin outside of heterochromatic domains could be explained by exclusion of protein binding to DNA by nucleosomes. To test this possibility, we grouped heterochromatic domains by strength of H3 ChIP-seq signal (Moissiard et al., 2012), which should indicate nucleosome density. Indeed, AGO4 binding (Zheng et al., 2013) outside of the heterochromatic regions was correlated with nucleosome density (Figure 6H, Figure 6—figure supplement 1).

Overall, these results show the central role of AGO4 interactions with Pol V transcripts in RdDM. Although the exact positions of various RdDM components within the silencing machinery and potential effects of formaldehyde crosslinking remain unknown, our data are consistent with a speculative model where downstream components of RdDM interact with Pol V transcripts in direct proximity to the Pol V complex and siRNAs base pair with RNA exiting the Pol V complex.

### Pol V determines the edges of transposons

RdDM targets edges of transposons while interior regions of large transposons are silenced by other epigenetic mechanisms (Zemach et al., 2013). However, current mechanistic understanding of RdDM does not explain this preference towards the edges of transposons. One possibility is that Pol V preferentially transcribes the edges of transposons. Alternatively, Pol V could transcribe the entire lengths of transposons but siRNAs could only be produced on the edges. To distinguish between these possibilities, we plotted Pol V RIP-seq data on all transposons which overlap annotated Pol V transcripts. While short transposons were entirely transcribed by Pol V, longer TEs had a strong enrichment of Pol V transcription on their edges (Figure 7A). We further analyzed euchromatic transposons longer than 4 kb, similar to those studied by (Zemach et al., 2013). They also displayed a strong enrichment of Pol V transcription and Pol V-dependent CHH methylation (Stroud et al., 2013) on their edges (Figure 7B, Figure 7—figure supplement 1). In contrast, regions inside the transposons appeared to be depleted in Pol V transcription compared to regions outside (Figure 7B). Pol IV transcripts (Blevins et al., 2015) were also enriched on edges of both categories of transposons, however, they were not depleted inside the transposons (Figure 7—figure supplement 1). These results indicate that transcription by both Pol IV and Pol V are involved in targeting RdDM to the edges of transposons.

**Figure 7.**
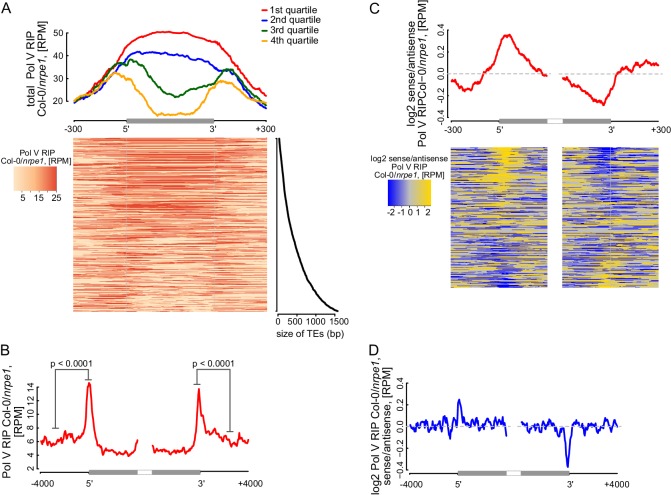
Pol V determines the edges of transposons. (**A**) Pol V transcripts are produced over the entire lengths of small transposons but are enriched at the edges of larger transposons. Annotated transposons (TAIR10) overlapping Pol V transcripts were split into quartiles according to their size (smallest to largest), scaled and the Pol V RIP-seq signal Col-0/*nrpe1* was plotted. Heatmap shows individual transposons sorted by size (sizes shown on the adjacent plot). (**B**) Pol V transcription is enriched on the edges of large transposons. Annotated euchromatic transposons greater than 4 kb were aligned by their 5’- and 3’-ends and average Pol V RIP-seq signal was plotted in 50 bp windows. The p value was calculated using the permutation test by comparing 500 nt long regions starting 1000 nt outside and 250 nt within the TEs. (**C**) Pol V transcribes into transposons. Transposons used in Figure 7A were aligned by their 5’- and 3’-ends and the average ratio of sense to antisense Pol V RIP-seq signal was plotted. Heatmaps show individual transposons sorted by the strength of transcription into the TEs. (**D**) Pol V transcribes into transposons. Transposons used in Figure 7B were aligned with their ends and the average ratio of sense to antisense Pol V RIP-seq signal was plotted. **DOI:** http://dx.doi.org/10.7554/eLife.19092.014

**Figure 7—figure supplement 1.**
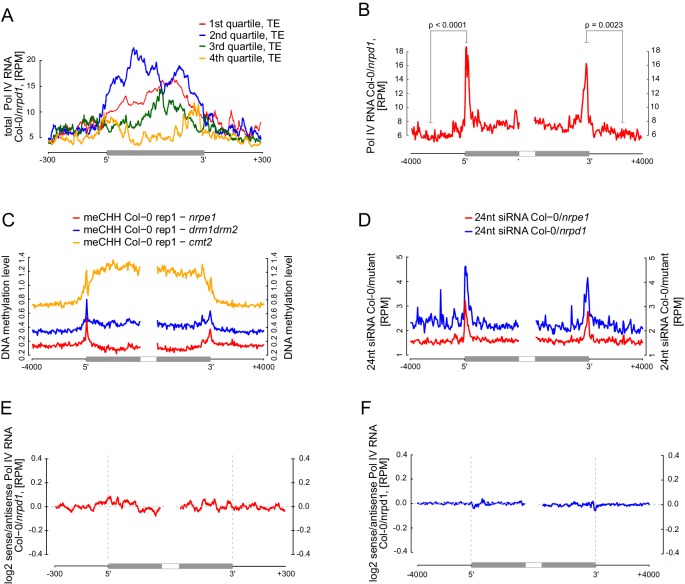
Pol V determines the edges of transposons. (**A**) Pol IV transcription on transposons. Annotated transposons (TAIR10) overlapping Pol V transcripts were split into quartiles according to their size (smallest to largest), scaled and the Pol IV RNA-seq signal Col-0/*nrpd1* (Blevins et al., 2015) was plotted. (**B**) Pol IV transcription is enriched on the edges of large transposons. Annotated euchromatic transposons greater than 4 kb were aligned by their 5’- and 3’-ends and average Pol IV RNA-seq signal (Blevins et al., 2015) was plotted in 50 bp windows. The p values were calculated using the permutation test by comparing 500 nt long regions starting 1000 nt outside and 250 nt within the TEs. (**C**) Pol V- and DRM1/DRM2-dependent CHH methylation are restricted to the edges of large TEs (≥4 kb), while CMT2 is more important for CHH methylation inside of TEs. Average CHH methylation levels (Stroud et al., 2013) were plotted in 50 bp windows on the 5’- and 3’-ends (± 4 kb) of large transposons. (**D**) Pol V-dependent 24 nt siRNAs and Pol IV-dependent 24 nt siRNAs are limited to the edges of large transposons (≥4 kb). Plots represent average signal on the 5’- and 3’-ends (± 4 kb) of large transposons. Ratios of Pol IV- or Pol V-dependent 24 nt siRNAs (Lee et al., 2012) were plotted. (**E**) Pol IV transcription shows no strand preference on transposon edges. Transposons used in Figure 7A were aligned by their 5’- and 3’-ends and the average ratio of sense to antisense Pol IV RNA-seq signal (Blevins et al., 2015) was plotted. (**F**) Pol IV transcription shows no strand preference on transposon edges. Transposons used in Figure 7B were aligned with their ends and the average ratio of sense to antisense Pol IV RNA-seq signal (Blevins et al., 2015) was plotted. **DOI:** http://dx.doi.org/10.7554/eLife.19092.015

Preferential transcription of transposon edges by Pol IV and Pol V suggests that these polymerases may be involved in determining the borders of silenced regions. Little is known about the mechanisms determining chromatin boundaries in plants, however, transcription is inherently directional and therefore could be involved in this process (Cohen and Jia, 2014). Although Pol V tends to transcribe both strands of DNA (Figure 2F), a subset of Pol V transcripts is enriched on one strand (Figure 6—figure supplement 1) indicating that limited strand preference of Pol V may be involved in determining boundaries of heterochromatin. To test this hypothesis, we determined the ratio of strand preference of Pol V transcription relative to the orientation of transposons. We first analyzed transposons selected for the presence of overlaps with Pol V transcripts. Pol V transcription on the 5’-ends of transposons was enriched on the sense strand while Pol V transcription on the 3’-ends of transposons was enriched on the antisene strand. This indicates that Pol V transcripts showed an enrichment of Pol V transcription into the transposons at both ends (Figure 7C). Similarly, euchromatic transposons longer than 4 kb also showed enrichment of Pol V transcription into the transposons at both ends (Figure 7D). In contrast, datasets of Pol IV transcripts (Blevins et al., 2015) did not show any evidence of strand preference (Figure 7—figure supplement 1). This is consistent with the tight physical and functional association of Pol IV with RDR2 (Haag et al., 2012; Law et al., 2011), which promptly converts Pol IV transcripts into double stranded RNA. Because accumulation of Pol IV transcripts requires RDR2 (Blevins et al., 2015), the existence of strand preference of Pol IV transcription remains unknown.

These results indicate that Pol V preferentially transcribes into transposons. Therefore, we propose that Pol V may play a key role in determining the boundaries of heterochromatin by transcribing into silenced regions.

## Discussion

### Regulation of Pol V transcription

Pol V is one of the critical factors determining the specificity of RdDM. Therefore, the promoter of Pol V and mechanisms regulating Pol V transcription may determine which regions of the genome are targeted by RdDM. Previous studies using ChIP-seq failed to identify conserved sequence elements which could be the Pol V promoter (Wierzbicki et al., 2012; Zhong et al., 2012). Despite much higher resolution of RIP-seq we also did not identify any conserved external or internal sequence elements. Although *de novo* discovery of promoter elements is difficult even on Pol II genes (Molina and Grotewold, 2005) and requirement of short or variable sequence elements for Pol V transcription cannot be excluded, this is consistent with recent work showing the requirement of methyl-binding proteins SUVH2 and SUVH9 for Pol V binding to chromatin and transcription (Johnson et al., 2014; Liu et al., 2014). Since SUVH2 and SUVH9 bind methylated DNA through their SRA domains (Johnson et al., 2008, 2014), this indicates that pre-existing DNA methylation may serve as an equivalent of the Pol V promoter. We provide additional support for that possibility by showing a strong overlap between CG methylation and Pol V transcription. At the same time the accumulation of Pol V transcripts is not correlated with the levels of CG methylation and CG methylation is not sufficient to recruit Pol V. Moreover, Pol V transcription is limited to the edges of transposons, while DNA methylation usually spans the entire lengths of the transposable elements. This indicates that other unknown factors are involved in the determination and regulation of Pol V transcription.

RNA polymerases I and II primarily use promoters located upstream of the transcription start sites, while Pol III mostly but not exclusively uses internal promoters (Geiduschek and Tocchini-Valentini, 1988). Pol V seems to behave more like Pol III in being controlled by features present within the transcribed regions. This means that, although Pol V is derived from Pol II (Tucker et al., 2010), it possibly uses a different transcription initiation machinery.

### The RdDM effector complex

Our data also provide insights into the interplay between Pol V, Pol V transcripts, and associated proteins, which we refer to as the RdDM effector complex. First, our data demonstrate on a genome-wide scale that RdDM of endogenous loci is mostly restricted to regions transcribed by Pol V. This is consistent with data obtained in transgene- or virus-induced silencing (Daxinger et al., 2009; Pélissier and Wassenegger, 2000; Sasaki et al., 2014) and could be interpreted as evidence that siRNAs base pair with DNA and that Pol V only facilitates this interaction. Although this possibility cannot be excluded based on currently available data (Matzke et al., 2015), we provide additional indirect support of base pairing between siRNAs and nascent Pol V transcripts.

One reason why siRNAs-lncRNA base pairing seems to be a more likely scenario is lack of detectable strand preference between siRNAs, Pol V transcripts, and DNA methylation on Pol V-transcribed loci. Although such a preference has been reported on other categories of loci (Lister et al., 2008; Zhong et al., 2014), this discrepancy may be explained by the potential involvement of other RNA polymerases or other factors. Since we show that both strands of DNA are equally likely to be methylated even if siRNAs or Pol V transcripts show a strong strand preference, this could indicate that double stranded DNA is a substrate for DRM2. The simplest explanation for this observation would be base pairing between siRNAs and lncRNAs. Another result favoring siRNAs-RNA base pairing is our analysis of regions with high density of nucleosomes with H3K9me2. Although this analysis does not specifically take into account the activities of at least two putative ATP-dependent chromatin remodeling complexes involved in RdDM (Kanno et al., 2004; Zhu et al., 2013), it indicates that CHH methylation more closely follows AGO4 interactions with RNA than with DNA.

The exact architecture of the RdDM effector complex remains mysterious mostly because formaldehyde crosslinking does not allow distinguishing direct from indirect interactions. Our data show that this effector complex includes AGO4 throughout the genome, however AGO4 does not slice Pol V transcripts. Previous work indicates the involvement of IDN2 (Böhmdorfer et al., 2014; Zhu et al., 2013), which also seems to be involved in enhancing the accumulation of Pol V transcripts. If, as argued above, siRNAs incorporated into AGO4 base pair with Pol V transcripts, restriction of DNA methylation to Pol V-transcribed regions suggests that this base pairing is likely to occur in close physical proximity to the Pol V complex. This is consistent with observations that AGO4 physically interacts with the C-terminal domain of Pol V (El-Shami et al., 2007).

Another important question about the RdDM effector complex is the involvement of RNA polymerases other than Pol V, which has been suggested by genetic evidence (Zheng et al., 2009). Our data do not provide evidence of Pol I, II or III functionally substituting for Pol IV in the *nrpe1* mutant. However, it remains possible that these other polymerases may be involved in the initiation of transcriptional silencing or work with Argonaute proteins other than AGO4 (Fultz et al., 2015).

### Determination of heterochromatin boundaries

Although RdDM has been implicated in various biological processes (Matzke and Mosher, 2014), its functions remain to some extent mysterious. It is especially true for its presumably main role of silencing transposons. Transposons are stably silenced by the combined action of three silencing pathways. Two of them are maintenance pathways which rely on CG methylation maintained by MET1 (Lister et al., 2008) and non-CG methylation maintained by CMT2 and CMT3 (Stroud et al., 2014; Zemach et al., 2013). RdDM on the other hand is capable of establishing DNA methylation *de novo*. Recently, yet another pathway has been implicated in directing silencing to active transposons (McCue et al., 2015). Our data show that Pol IV and Pol V direct RdDM to edges of transposons. Moreover, Pol V preferentially transcribes into transposons, which indicates that Pol V may be involved in determining the boundaries of heterochromatin on transposable elements. This is reminiscent of the BORDERLINE lncRNA in *S. pombe* (Keller et al., 2013), however, unlike BORDERLINE, Pol V transcripts are more likely to maintain heterochromatin over the edges of transposons rather than to prevent the spreading of heterochromatin.

The role of RdDM in the determination of heterochromatin boundaries has been recently studied in maize, where mutations in RdDM components MOP1, MOP2, and MOP3 enhance spreading of euchromatin from genes into nearby transposons (Li et al., 2015a). Although this supports a role for RdDM in heterochromatin boundaries, the causal role of Pol V transcription in this process remains to be directly demonstrated.

The mechanism responsible for preferential Pol V transcription into transposable elements remains unknown. One possibility is that the transition from euchromatin to heterochromatin facilitates Pol V transcription. This is however inconsistent with our data showing that Pol V transcription is controlled by multiple internal promoter-like features. Another explanation is the presence of more than one Pol V transcription initiation mechanism, with one mechanism responsible for unidirectional transcription on TE boundaries and the other mechanism mediating bidirectional transcription on all Pol V-transcribed loci.

## Materials and methods

### Plant material

Col-0 wild type, *nrpe1* (*nrpd1b-11*, [Pontes et al., 2006]), *ago4-1* (introgressed into the Col-0 background, [Wierzbicki et al., 2009; Zilberman, 2003]), *idn2-1* (Ausin et al., 2009), *met1-3* (Saze et al., 2003), and *suvh4R203/suvh5-2/suvh6-1* (Ebbs and Bender, 2006; Pontvianne et al., 2012) plants were grown in soil in long-day conditions. For all experiments, approximately 2.5 weeks old seedlings were used.

### Antibodies

The antibodies against the largest subunit of Pol V (NRPE1) or against AGO4 were described previously (Pontier, 2005; Wierzbicki et al., 2009).

### RT-qPCR and RIP-seq

RT-qPCR experiments were performed in biological triplicates as reported previously (Rowley et al., 2013). Oligonucleotides used for PCR are provided in Supplementary file 1. Fixation (0.5% formaldehyde) and RIP were performed according to the previously published protocol (Rowley et al., 2013) up to step 37, using optimized amounts of protein A agarose beads coated with salmon sperm DNA in case of RIPs performed with the α-NRPE1 antibody (Pontier et al., 2005) or Dynabeads protein A in case of α-AGO4 (Wierzbicki et al., 2009), respectively.

Next, 1/10th vol. 3M NaOAc (pH 5.3), 2.5 vol. 96% ethanol and 1 µl NF-Pellet Paint were added to the samples and the inputs, precipitated overnight at −80°C, and washed as described in steps 40 to 43 of the published protocol (Rowley et al., 2013). After resuspension in 10 µl miliQ water, the samples were digested with 5.8 u Turbo DNase I in the presence of 24 u of Ribolock RNase inhibitor at 25°C for 30 min. The reaction was stopped by adding 3 µl 25 mM EDTA (pH 8.0) and incubating at 65°C for 10 min. To ensure that the DNase I digest and the immuno-precipitation had been successful, 1/10th of the reaction was tested by RT-qPCR for the presence Pol V-transcripts and absence of genomic DNA as described in Rowley et al. (2013). Minus-RT controls were included in all RT-qPCR assays and mock controls were included during protocol optimization experiments. The remaining 9/10th were precipitated and resuspended in 5 µl miliQ water for library generation.

Finally, library preparation was performed for mutant and wild-type samples by the University of Michigan Sequencing Core using the Illumina TruSeq Stranded mRNA Sample Prep Kit, replacing the heat fragmentation with an incubation step on ice for 5 min. No mRNA or rRNA depletion steps were performed. Libraries were sequenced by 50 bp paired-end sequencing.

### Mapping

Reads were mapped to the *Arabidopsis* genome (TAIR10) using SOAPsplice 1.10 (Huang et al., 2011), allowing a maximum gap size within a two segment alignment of 10300 bp (corresponding to the longest intron in *Arabidopsis*), choosing as output format SAM, and otherwise using default conditions. These conditions correspond to a maximum of 3 mismatches and 2 indels allowed and non-unique reads being mapped only once. Separately mapped reads belonging to the same pair were joined after mapping and only kept if reads from the same pair had mapped to the same chromosome and were at most 3 kb apart.

### RIP-seq transcript calling

We combined unique, non-genic (outside of TAIR10-annotated genes) sequencing reads from both biological repeats of RIP-seq. Regions with more than 8 reads positioned no further than 200 bp apart were identified as potential transcripts. We filtered the transcripts to keep only those with at least 1 read per 100 bp and with more than four fold enrichment (Col-0/*nrpe1*). The four fold enrichment test was then repeated with all sequencing reads, including not unique reads. Transcripts containing genes annotated in TAIR10 have been removed. We then performed the negative binomial test using NBPSeq R package (Di et al., 2011). Only transcripts with p<0.05 and FDR <0.05 were kept. We further filtered transcripts to keep only those with more than four fold enrichment (Col-0/*nrpe1*) in each repeat counted separately and with more than 2 reads in Col-0 in each of the biological repeats.

We called AGO4-bound transcripts as described for Pol V-transcripts, using the data obtained in the AGO4 RIP-seq for Col-0 and *ago4*, except that we filtered to 4 reads in Col-0, six-fold enrichment in Col-0/*ago4* and did not perform the negative binomial test (since we performed one biological repeat of AGO4 RIP-seq). Transcripts were considered Pol V-dependent if the enrichment in the AGO4-RIP (Col-0/*nrpe1*, [RPM]) was at least four-fold. AGO4-bound transcripts were considered to be Pol V-independent if the AGO4-RIP *nrpe1/ago4* signal was at least four-fold.

### Heterochromatic regions

The genome was divided into 100 bp windows with 50 bp overlaps and H3K9me2 ChIP-seq (Moissiard et al., 2012) reads were counted. Those windows containing a greater number of reads than the median were kept and combined if sequentially located. Regions greater than 1 kb were then used in the analysis. Pol V and AGO4 ChIP-seq (Wierzbicki et al., 2012; Zheng et al., 2012), RIP-seq, siRNA (Lee et al., 2012), and CHH methylation (Stroud et al., 2013) data were plotted as averages on aligned ends of heterochromatic regions ± 300 bp.

For comparing AGO4-ChIP (Zheng et al., 2012) and H3-ChIP (Moissiard et al., 2012) intensity (Figure 6H, Figure 6—figure supplement 1), heterochromatic regions were grouped into 100 or 4 groups according to the strength of the H3 signal (left end + 50 to 250 bp). The log2 value of the ratio of AGO4-ChIP signal inside (first 50 to 250 bp from the left end of the heterochromatic region) and outside (region 250 to 50 bp upstream of the left end of the heterochromatic region) was calculated and plotted against the median H3-ChIP signal. To visualize the ranking and the binding of AGO4 next to the H3K9me2 regions, the ranked heterochromatic regions were split into quartiles and the average H3 ChIP-seq signal (Moissiard et al., 2012) or AGO4 ChIP-seq Col-0/*ago4* enrichment (Zheng et al., 2012) was plotted as profiles at the 5’-end ± 300 bp of the called heterochromatic regions.

### Data visualization on heatmaps and profiles

Reads were counted using BEDTools 2.15.0 on Pol V-transcripts ± 300 bp and RPM normalized. Transcripts were scaled to a uniform length and ratios of wild type and mutant signal was plotted on scaled individual transcripts (heatmap) or as an average (profile). To allow the visualization of individual transcripts, heatmaps show every other transcript sorted by size. For DNA methylation (Stroud et al., 2013), subtraction of mutant methylation levels from wild-type were used instead of ratios and average methylation levels on differentially methylated regions (DMRs) were plotted.

Transposons annotated in TAIR10 were filtered for the presence of any overlaps with annotated Pol V transcripts. Alternatively, transposons larger than 4 kb from genomic regions with more genes than transposons were used. For strand preference analysis, ratios of the Pol V RIP-seq signal with the same or the opposite orientation than transposons were plotted on scaled transposon overlapping Pol V transcripts (± 300 bp) or, for transposons larger than 4 kb, at the 5’- and 3’-ends ± 4 kb.

Significance of differences observed on profiles of average signal strengths was tested using the permutation test with 10,000 permutations. Averages from all nucleotides for specified regions were calculated for each transcript/TE without scaling to uniform transcript lengths.

### Comparison of ends of Pol V transcripts

Differences between the positions of 5’- and 3’-ends of Pol V transcripts produced at the same locus but from opposite strands were plotted as boxplots. For comparing Pol V transcripts and AGO4-bound transcripts, the distances between ends were calculated for transcripts with the same orientation and a minimum overlap of 50%.

### Comparison of Pol V RIP-seq and Pol V ChIP-seq

Overlapping Pol V-transcripts were combined to Pol V-transcribed regions and compared to a previously published list of Pol V ChIP-seq peaks (Wierzbicki et al., 2012) obtained using the same anti-NRPE1 antibody. Boxplots show enrichment on ChIP peaks or Pol V-transcripts or regions where both overlap. For randomization, 1000 permutations of the overlap of Pol V transcribed regions and Pol V ChIP peaks were performed.

### Prediction of transcript size

Pol V RIP-seq paired end sequencing reads were mapped to all *Arabidopsis* transcripts (TAIR10) and Pol V transcripts. Mean lengths of sequenced fragments were calculated for transcripts with distinct origins and annotated lengths. Regression analysis using transcripts annotated in TAIR10 was applied to predict the length of Pol V transcripts based on the median length of sequenced fragments.

### Previously published sequencing datasets

*Arabidopsis* genome annotations (TAIR10) were obtained from TAIR (www.arabidopsis.org). Pol V ChIP-seq data (SRA054962) and peak list, as well as, the AGO4 ChIP-seq data (GSE35381) were published previously (Wierzbicki et al., 2012; Zheng et al., 2013). DNA methylation data (GSE39901) were used from Stroud et al. (2013). ChIP-seq data for histone modifications (GSE37644, GSE49090, and GSE28398) were published previously (Greenberg et al., 2013; Moissiard et al., 2012; Luo et al., 2013). Pol V ChIP-seq dataset in the *met1* mutant (GSE52041) was reported by (Johnson et al., 2014). siRNA (GSE36424) were reported previously (Lee et al., 2012). Pol IV transcription data (SRP059814) were used from (Blevins et al., 2015).

### Data access

The sequencing data from this study have been submitted to the NCBI Gene Expression Omnibus (GEO; http://www.ncbi.nlm.nih.gov/geo/) under accession number GSE70290.

# Supplementary material for: Long non-coding RNA produced by RNA polymerase V determines boundaries of heterochromatin
**Source:** eLife. 2016 Oct 25;5:e19092. doi: 10.7554/eLife.19092
**Supplement:** Supplementary file 1. — The table shows oligonucleotides used for locus-specific qPCR-based assays used in this study. DOI: http://dx.doi.org/10.7554/eLife.19092.016

**Table S1. Oligonucleotides Used in This Study.**

| Transcript           | Primer orientation | Sequence                     |
|----------------------|--------------------|------------------------------|
| ACTIN                | Forward            | GAGAGATTCAGATGCCCAGAAGTC     |
|                      | Reverse            | TGGATTCCAGCAGCTTCCA          |
| PolV_0290            | Forward            | AGCGGCCTAAATGAACATAATCCAGC   |
|                      | Reverse            | TCGTTGCTGGTTGTTCAAAACTGAC    |
| PolV_0332            | Forward            | ATGTTTCATCTTGTTGTGGCCAAGG    |
|                      | Reverse            | GTTTCGACAAGGTCTTCCAAACTAAAG  |
| PolV_0736, PolV_0737 | Forward            | ACCATATCCATTAATTTTCGGGTTGG   |
|                      | Reverse            | AGTTCTGGGCACAAATATGGAACC     |
| PolV_1057            | Forward            | AATTTGGTGTGTTGGTACATCTCAACTG |
|                      | Reverse            | TTTTCACCTTCCCTTTCGAGGTGG     |
| PolV_1468            | Forward            | AAAGCGATTTAGGCGGTCGACTAGG    |
|                      | Reverse            | ACAGTTGTCTATACGTCGCGTGAGC    |
| PolV_1629            | Forward            | ATCATATCTTGCACCTCGGAAT       |
|                      | Reverse            | CGGGAATTTTGGCCACTAAA         |
| PolV_1702, PolV_1703 | Forward            | TACCCTTGCCCTTTGTATCTTCTCC    |
|                      | Reverse            | GTGAGTGCCAATTTCTGCATCAAG     |
| PolV_1818, PolV_1819 | Forward            | CGAAGGACGAAACTTTTTGG         |
|                      | Reverse            | GGTTTAAACGCAGCCAATGT         |
| PolV_1873, PolV_1874 | Forward            | ATGGCCGAAATGTTGATAATGTGTAATC |
|                      | Reverse            | CATGTTATGCTCAACCGGCGAC       |
| PolV_1927, PolV_1926 | Forward            | GACCCATCTGCGATTCTGCGTTATG    |
|                      | Reverse            | GCGGATGACAGAGGGAGAACCAATC    |
| PolV_2058            | Forward            | GGGCTTCCCTCTGAGTGTTT         |
|                      | Reverse            | CCGAAGCCCAACTAATATCG         |
| PolV_2729            | Forward            | TGGCCCTTTCTCCTTCGACAACAAC    |
|                      | Reverse            | TTTACATTGCAACGCACCCGTCC      |
| PolV_2868            | Forward            | GACGGCACGGTTTCCTTGAATTCTC    |
|                      | Reverse            | GTCAAGTGGGAATGTGACACTGCGG    |
| PolV_3151            | Forward            | CCTCACTCAAAGAAACGAGTTCCGAG   |
|                      | Reverse            | AGTGAAAGGGAGAGGAGTTGTTTGTG   |
| PolV_3420            | Forward            | TTATTTTCAGGCCATAAAGAACCCAC   |
|                      | Reverse            | TTGTTGTAACCTGTAACTCGGACAAAG  |
| PolV_3481            | Forward            | TTGTGGTCCAATTTGCTACG         |
|                      | Reverse            | GGCAGCAGGATATTCGGTTA         |
| PolV_3863, PolV_3862 | Forward            | TCTTAATCGAACGCATGTGG         |
|                      | Reverse            | TGCAGCATCTGATCAACAAA         |
| PolV_3926, PolV_3925 | Forward            | CGTGTCTGGTTGAGACCAAATTAGC    |
|                      | Reverse            | ATTAAACTCTGGAATCCGCGAGAAG    |
| PolV_3958            | Forward            | TACCAACGCATCTCAAAATTGAACC    |
|                      | Reverse            | AAAATATTAAAGGGCGCGCTATTCCG   |
| PolV_4213            | Forward            | TTTGAACAGACAATAAACCGACGC     |
|                      | Reverse            | AGTCTTCGACGGACTAACTACGGAC    |

How the deposited data were processed for this re-analysis (not part of the article)

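The study immunoprecipitated RNA from *Arabidopsis* plants with antibodies against NRPE1 (Pol V RIP-seq) and AGO4 (AGO4 RIP-seq). Of its 9 libraries, 6 were analysed here: Col-0 and *nrpe1* in repeats 1 and 2 of the Pol V RIP-seq, and Col-0 and *ago4* in the AGO4 RIP-seq. The *nrpe1* library of the AGO4 RIP-seq and the *ago4* and *idn2* libraries of the Pol V RIP-seq were not analysed here, so no value is given for the dependence of AGO4 binding on Pol V or for the effects of AGO4 and IDN2 on Pol V transcripts.

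The authors mapped the reads to TAIR10 with SOAPsplice, called transcripts from reads outside annotated genes, filtered them by the number of reads, read density, Col-0 to mutant fold and, for Pol V, a negative binomial test in NBPSeq, and deposited a list of transcripts for each antibody. The read counts in these lists are the authors' raw counts per transcript and library, without normalization. The AGO4 list also holds the authors' counts of deduplicated reads. The p-value and q-value in the Pol V list are those of the authors' test, and were used only to describe the list. Starts, ends and lengths were used as deposited, with the length equal to end minus start in every case. Of the columns with values per library, 0 were left unused.

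Reads on listed transcripts numbered between 1980 and 251106 per Pol V RIP-seq library and between 6245 and 118313 per AGO4 RIP-seq library. The totals of the whole libraries are unknown here, so RPM values could not be computed and libraries were compared on their reads, as if equally deep. A count of 3 reads served as the floor: a fold against a mutant at or under it is a lower bound.

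Computations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, numba 0.67.0 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0. Col-0 and *nrpe1* were compared by edgeR's quasi-likelihood test with 2 libraries per group, equal library sizes and Benjamini-Hochberg adjustment, with a biological coefficient of variation of 0.522. In data simulated from the list, with 200 of 4502 transcripts changed 8-fold, the test called 60 of the changed (30%) and 0 of the others. That share holds for a list in which few transcripts change. On the deposited list 4498 transcripts had an adjusted p under 0.05 in edgeR, so the adjustment was much less strict there. The 30% therefore does not describe the power of the comparison of Col-0 with *nrpe1*. The test on placed intervals recovered 400 of 400 simulated pairs and shifts of 21 and -30 bp where 20 and -30 bp had been set. Among 500 simulated sets without a shift, 5.2% had a p under 0.05.

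Overlaps of transcripts were compared with 1000 random placements on the same chromosome, keeping lengths. Distances between ends were tested by flipping their signs 100000 times, with the 2 views of an opposite pair flipped together, and correlations by 100000 permutations. Medians have order-statistic and shares Wilson 95% intervals. Transcripts are not independent replicates, so these tests describe the lists. Gene annotation and genome sequence were those of TAIR10.1, whose nuclear chromosomes serve for coordinates given in TAIR10; primers from Supplementary file 1 were matched to this sequence. Promoters were the 1 kb upstream of transcription start sites.

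The alternatives changed the normalization, test, read filter, pseudocount, fold limit, overlap rule, window size, unit (transcript or merged region), replicate left out and way of placing transcripts at random. Their effect is given in the closing section. Transcripts were named by a rule: those named in the paper or its Supplementary file 1, those at the 3 regions shown as screenshots, the 3 with the highest Col-0 signal in each assay, and the longest of each list. Transposons, chromatin data, small RNA and ChIP-seq were not analysed here.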

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

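Alternatives were set before the data were examined, except where a choice is said below to have been made afterwards. Of 49 alternatives set in advance, 43 left a tested result with its direction and on its side of the threshold, an untested value within its spread, or a count within 1.5 times its main value, and 6 moved it. Under these alternatives the number of Pol V transcripts ran from 3316, with overlapping ones merged, to 4502, and that of AGO4-bound transcripts from 3586, merged likewise, to 3940. Of 14 added after the data were seen, 1 moved a result, 1 weakened it and 4 reversed its sign.

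The median length of Pol V transcripts moved to 743 bp when overlapping transcripts were merged, since merged regions span several transcripts. The highest count on chromosome 1 moved from 59 to 16 with windows of 100 kb, which are smaller by construction. The median log2 ratio of Col-0 to *ago4* moved from 6.79 to 3.70 with a pseudocount of 1, 10.10 with 0.01 and 6.92 among transcripts with at least 10 reads in Col-0. On deduplicated reads, chosen afterwards, it was 5.93. Its size is set mainly by the pseudocount, because 72.7% of the transcripts have no *ago4* read.

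With edgeR's TMM normalization, 0 transcripts had an adjusted p under 0.05, and 3031 had an unadjusted p under 0.05. TMM assumes that most transcripts are unchanged, and with factors from 0.119 to 4.94 it scaled away the difference for which the list was selected. DESeq2 called 4499. The filter on 10 counts removed 0 transcripts and so tested nothing. With *nrpe1* taken as 0.5 or 2 times as deep, both chosen afterwards, 4457 and 4502 were called. With the replicate block, 4091 were called, 4089 of them also called without it. The deviations of Col-0 and *nrpe1* in one repeat had an r of 0.274 over 795 transcripts. The paper compares Col-0 with *nrpe1* within each repeat, but does not state what else the libraries of a repeat share. The median lower bound of the fold ran from 10.3 to 14 across the fits that each left out one replicate.

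The correlation between repeats stayed above 0 in every alternative, from 0.244 to 0.729. The share of Pol V transcripts overlapped by AGO4-bound transcripts ran from 23.7% to 48.5%. The distances between their 5′ and 3′ ends kept their signs under the alternatives set in advance. Subtracting in the other order reversed both by construction, to -16 and 23 bp. In genome coordinates without regard to strand, the median at the 5′ end reversed to -7.5 bp (permutation p = 0.0075) and that at the 3′ end was 0 bp (permutation p = 1). The cause was not tested. The log2 enrichments kept their signs under the alternatives set in advance, from 0.12 to 0.50 for pseudogenes. With the middle of transcripts and placements outside protein-coding genes, chosen afterwards, pseudogenes reversed to -0.45, as placements then overlapped them at 24.7% instead of 11.8%, and intergenic sequence dropped from 0.78 to 0.17.

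Low counts limit the comparison of genotypes to lower bounds for 94.6% of Pol V and 90.1% of AGO4-bound transcripts. Not run were the alternatives for the *ago4* and *idn2* effects in Pol V RIP-seq and their correlation, whose libraries were not analysed here, those for the direction of transcripts at transposon ends, as no transposon annotation was used here, the pseudocount of 1 for Col-0 against *nrpe1*, which does not apply to a test on counts, and scaling to genes or background.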

Differences from the paper's values

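The paper gives a median distance of -8 bp between the 5′ ends of Pol V and AGO4-bound transcripts, and the value here was 16 bp (11 to 23). At the 3′ ends the paper gives -2 bp and the value here was -23 bp (-31 to -15). None of the alternatives set before the data were examined closed either gap: an overlap of at least 1 bp gave 36 and -58.5 bp, at least 50% of both transcripts 19 and -30 bp, and single partners 16 and -24 bp. Subtracting in the other order, chosen after seeing the values, gave -16 and 23 bp. Genome coordinates taken without regard to strand, also chosen after seeing the values, gave -7.5 bp (-12 to -1) and 0 bp (-3 to 2), and the paper's values lie within these intervals.

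For opposite Pol V transcripts, the paper gives -33 bp for the distance from the reverse 3′ end to the forward 5′ end, and the value here was -44 bp (-52 to -37). Of the alternatives set before the data were examined, the plus-strand transcript taken as forward gave -38 bp (-47 to -28), an interval that holds the paper's value. At least 50% of both transcripts gave -39 bp (-47 to -35) and single partners gave -43.5 bp (-52 to -37), and neither interval holds it. With the plus-strand transcript as forward, the other distance was -51 bp, the paper's value, against -44 bp when each transcript was taken in turn.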

Other observations

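Of the tests below, those of GC content, of the other gene end, of one ratio between libraries and of the limit on that ratio were set before their values were seen, and all others were chosen after the results were seen.

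The paper discusses AGO4-bound RNAs that do not depend on Pol V, and proposes that their binding is non-specific or reflects functions of AGO4 apart from RdDM. Its class was defined with the AGO4 RIP-seq in *nrpe1*, which was not analysed here. Of the 3940 AGO4-bound transcripts, 2164 overlap no Pol V transcript on either strand, and 973 of these begin within 100 nt of the 3′ end of a protein-coding gene on the same strand. RNA that runs past the annotated 3′ end of the upstream gene may account for where they begin. The share beginning there was 45.0%, while 0.786% began within 100 nt of the 5′ end of a gene on the other strand, the boundary that lies in the same place. Random starts outside protein-coding genes gave 1.85% on average and at most 2.87%, so the closeness of genes alone does not account for it. The authors left out reads inside genes, which trims any signal that continues out of a gene. Pol V transcripts were called with the same step and 5.73% of them begin there, so the step alone does not produce the pattern. It was not symmetric: 12.0% end within 100 nt of the 5′ end of a downstream gene on the same strand, which argues against extension at both ends as the whole account.

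Whether these RNAs were bound by AGO4 stays open. A candidate explanation is background RNA present in both immunoprecipitations, with more of it sequenced in Col-0 than in *ago4*. Such background would keep one ratio of Col-0 to *ago4* reads. Over the 162 transcripts at gene 3′ ends with at least 25 deduplicated Col-0 reads, the ratio was 9.62. The scatter of *ago4* reads around it had a dispersion of 0.896, where counting error alone gives 1 if no limit is set on the ratio. AGO4-bound transcripts that overlap Pol V transcripts served as a control chosen after that value. The 89 of them with as many deduplicated reads had a ratio of 23.3 and a dispersion of 2.09. Without the minimum, the ratio of summed reads, duplicates included, was 13.3 at gene 3′ ends and 56.3 for those that overlap Pol V transcripts. Of the transcripts at gene 3′ ends, 52.6% had no read in *ago4* at a median of 20 Col-0 reads, against 88.4% at a median of 15 for those that overlap Pol V transcripts. The list holds no ratio below 6.13 on deduplicated reads, which narrows the scatter. A list with a single ratio above that limit was not simulated, so the dispersion it would give is unknown. Yet in 200 simulated lists with ratios spread over 16-fold above that limit, the lowest dispersion was 1.48. With ratios spread over 4-fold, added after the first simulation was seen, the mean was 1.20 and 3 of 200 lists had a dispersion as low as the observed one. Ratios within a narrower range than that cannot be excluded. A biological explanation, binding of AGO4 to the 3′ parts of transcripts of these genes, was not tested, because each genotype has 1 library.

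Only 25.4% of the Pol V transcripts had an AGO4-bound transcript over at least 50% of their length. Limited depth of the AGO4 RIP-seq may account for part of this, since the share with one rose to 54.6% in the highest decile of Pol V reads. Length does not account for the rise: from the lowest to the highest decile the share rose from 18.1% to 86.2% among the shortest transcripts and from 4.44% to 41.9% among the longest. In the same way, limited depth of the Pol V RIP-seq could leave a transcript on the other strand uncalled. The share with one rose from the lowest to the highest decile of reads in each of 3 length classes, from 36.5% to 62.1% among the shortest transcripts, from 34.2% to 83.7% among those of middle length and from 33.3% to 77.9% among the longest. Stronger transcription of both strands at the same places would give the same rise, and was not tested.

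Reads of single Pol V transcripts differed between the Col-0 repeats, with an SD of the log2 ratio of 1.10. GC content does not account for it as a whole, since the SD was 1.09 after a trend on GC content was removed. The ratio was weakly related to GC content (Spearman rho -0.139, permutation p = 1e-05) and nearly unrelated to length (Spearman rho 0.0284, permutation p = 0.057). Counting error shrinks as reads rise. The SD was 1.22 in the lowest decile of reads and 0.718 in the highest, a ratio of 0.588 (bootstrap 95% interval 0.527 to 0.650). In 1000 random divisions of each transcript's reads between the repeats, with each read taken as 1 molecule, the ratio was at most 0.473, so counting error of independent reads is not the whole account. PCR duplicates enlarge counting error and are not separated in the Pol V counts. With 2 and 4 reads per molecule the highest ratios were 0.464 and 0.434, below the interval. Duplicates at these levels are thus not the whole account. With 8 reads per molecule the highest ratio was 0.538, inside the interval. The mean SDs were then 1.21 in the lowest decile and 0.571 in the highest, against 1.22 and 0.718 observed. How many reads came from each molecule is unknown. Counting error enlarged that far by duplicates cannot be told apart from differences between the plants or immunoprecipitations of the 2 repeats.

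Of the 89 AGO4-bound transcripts outside Pol V transcripts with at least 120 reads in Col-0, 6 were at least 40-fold higher than in *ago4* taken as at least 3 reads, among them AGO4_Trans1134. *ago4* was introgressed into Col-0, so an introgressed segment around AGO4 in the ago4 plants, on chromosome 2, could lower reads in *ago4*. Within 5 Mb of AGO4, 0 of 9 had such a fold, against 6 of 80 elsewhere (Fisher's exact test, two-sided, p = 1). Over all of chromosome 2 it was 4 of 15, against 2 of 74 on the other chromosomes (Fisher's exact test, two-sided, p = 0.00674). These 4 start at 2357290, 4005710, 4477736 and 5861538, and AGO4 lies from 11536502 to 11542391. All 4 are thus farther from AGO4 than the 9 transcripts without such a fold. The other 2 lie on chromosome 5, where a segment around AGO4 cannot account for them. With only 9 transcripts near the gene and the length of the segment unknown, the explanation cannot be told apart from AGO4 binding for the 4 on chromosome 2. The tests compare transcripts of 2 libraries, not genotypes.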
